# Comparative analysis of genome-wide transcriptional responses to continuous heat stress in *Pleurotus tuoliensis*

**DOI:** 10.1186/s13568-023-01630-y

**Published:** 2023-11-02

**Authors:** Long Chen, Ying Luo, Jiazheng Li, Zhijun Zhang, Di Wu

**Keywords:** Heat stress response, *Pleurotus tuoliensis*, DEG analysis, Gene function enrichment, Fungal ergosterol biosynthesis

## Abstract

Temperature plays an impactful role in mushroom cultivation. To obtain insights of transcriptomic response in macrofungi against heat stress*,* we performed RNA-seq analysis using *Pleurotus tuoliensis* mycelium cells that were treated under 32 °C and 36 °C for consecutive 96 h. By comparing the growth rate data, we found mycelium cells could maintain normal growth rate almost the same as control under 32 °C, yet halted the growths under 36 °C. In total, 2724 differential expressed genes were identified from the three pair-wise comparisons, which were classified to four clusters based on their expression patterns. We also performed gene set enrichment analysis using both GO and KEGG databases, and revealed 48, 113 and 105 enriched GO terms, and 1, 5, and 6 enriched KEGG pathways for three pair-wise comparisons accordingly. In addition, we identified 9 overlapping GO terms and 1 overlapping KEGG pathway shared by the three comparisons. Differentially expressed genes (DEGs) involved in cell communication, amino acid metabolic process, intracellular signal transduction and small molecule biosynthesis were identified in two heat stress treatments despite of the stress intensity. However, the expression of two heat shock protein genes (*HSP10* and *HSP60*) were induced by increasing temperature. Our findings also suggested the DEGs associated with cell cycle regulation had various expression patterns under two heat stress conditions possibly due to different functions. Furthermore, 11 DEGs related to ergosterol biosynthesis were identified with similar expression trends, indicating the ergosterol levels and cell membrane composition may have a tight connection to the acquisition of thermotolerance, which warrant further investigations for deeper understanding of molecular mechanisms in fungal stress responses.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13568-023-01630-y.

## Key points

- Almost 82% DEGs showed consistent gene regulation trends in both heat stress treatments.
- The study revealed that 9 overlapping GO terms and 1 overlapping KEGG pathway were found across three comparisons, implying several essential biological processes, pathways and organelles involved in mycelial HS response.
- The differential expression levels of ergosterol biosynthesis genes suggests that the ergosterol level may have a significant impact on mycelial acquired thermotolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13568-023-01630-y.

## Introduction

Optimal temperature is crucial for edible macrofungi (mushrooms) as it promotes mycelial growth and nutrition accumulation during the vegetative stage, which prepares the mycelium for fruiting body development (Luo et al. 2021). However, heat stress (HS) can slow down the growth rate, disrupt cell structures and metabolism, impair fruiting body development, and even trigger apoptotic-like cell death of the mycelium (Miles and Chang 2004; Sánchez 2010; Song et al. 2014; Qiu et al. 2018). Mushroom cultivation is always challenged by HS, which costs considerable energy and capital invests to maintain a desirable cultivating temperature (Chen et al. 2022). *Pleurotus tuoliensis* is a novel oyster mushroom species with a crisp texture and high pharmaceutical value (Kong et al. 2012; Zhao et al. 2016; Zhang et al. 2018). However, its production rate is limited by hot weather, as it is highly sensitive to high temperature (Kong et al. 2012; Sakamoto 2018). HS above 35 °C can cause the “spawn-burning” symptom that completely inhibits *P. tuoliensis* mycelium growth, and increases its susceptibility to pathogens (Zhang et al. 2016a). Therefore, understanding how mushrooms respond to HS is vital for breeding of thermally tolerant species and reducing the HS-induced damages.

Recent studies have focused on HS response in mushrooms (Jepsen and Jensen 2004; Mattoon et al. 2021). The heat-shock proteins (HSPs) has significant functions in coping with stress by preventing protein aggregation, removing denatured proteins, and repairing damaged protein folding (Tiwari et al. 2015; Luo et al. 2021; Mattoon et al. 2021). A combined proteome and transcriptome analysis revealed Hsp40, Hsp70, and Hsp90 were involved in the thermotolerance of *Lentinula edodes* (Wang et al. 2018b; Luo et al. 2021; Mattoon et al. 2021). Wang et al. (2018a, 2020) created *LeDnaJ* (*Hsp40*) silenced and over-expressed mutants to characterize the function of *LeDnaJ* during HS response. Their work demonstrated that *LeDnaJ* was essential for mycelial HS resistance.

Trehalose is one of the most widely-studied protective substances in mushrooms (Luo et al. 2021; Mattoon et al. 2021). A comparative analysis of mycelium growth and intracellular trehalose accumulation under HS was conducted between two *Pleurotus pulmonarius* strains, which demonstrated the activities of trehalose metabolic enzymes had remarkable effects on alleviating oxidative damages of cell membranes (Liu et al. 2019). Similarly, Lei et al. (2019) showed that overexpressing the trehalose-6-phosphate synthase gene (*TPS*) in *Pleurotus ostreatus* mycelia lowered the cellular malondialdehyde (MDA) level and increased the capacity to scavenge reactive oxygen species (ROS). Additionally, several signaling molecules, such as Ca^2+^, H_2_S, and NO, were identified and demonstrated with specific functions in HS signaling transduction. These molecules facilitated mushrooms to adjust their physiology and genetics to mitigate the cellular damages caused by HS (Kong et al. 2012; Zhang et al. 2016b; Tian et al. 2019; Hou et al. 2020a).

Previous investigations have explored how certain metabolic pathways, proteins (genes), protective substances, and signaling molecules are related to HS response. These studies have contributed valuable findings to understand how fungi cope with HS at the molecular level. However, eukaryotic HS response is a complex biological process that involves numerous biochemical reactions, metabolic alterations, and physiological adjustments. These processes are regulated by genetic and/or epigenetic regulations that are not fully understood (Liu et al. 2015). Therefore, more comprehensive and integrative studies are needed to reveal the mechanisms of fungal HS response at different levels.

Multi-omics approaches enable researchers to perform comprehensive analyses to obtain the insights of molecular mechanisms behind the fungal HS response on a broader scope (Wang et al. 2017, 2018c; Hou et al. 2020b; Yan et al. 2020). For instance, Tan et al. (2018) used RNA-Seq to identify 176 differential expressed genes (DEGs) related to carbohydrate metabolism and other pathways under HS at 42 °C for 2 h in *Ganoderma lucidum* mycelia. Zou et al. (2018) used iTRAQ to detect proteomic changes in *P. ostreatus* mycelia under HS (40 °C for 48 h) and recovery phase. Their results indicated proteins involved in MAPK signaling, antioxidant defense, HSPs production, and glycolysis pathway were critical for thermotolerance enhancement. A comparative proteomics analysis by Xu et al. (2021) in *Hypsizygus marmoreus* revealed enzymes related to catalases, superoxide dismutases, peroxidases, as well as trehalose synthesis enzymes were up-regulated under HS (37 °C for 8 h and 24 h). However, these studies are limited by the lack of reference genome and gene function annotations of some species (Zhang et al. 2018). Thus, more integrative studies are needed to elucidate the genetic regulations of fungal HS response.

We performed RNA-Seq to analyze gene expression alterations of *P. tuoliensis* mycelia under HS at 32 °C, and 36 °C for 96 h, and observed divergent mycelial growth rates under different HS intensities. Key genes and pathways participating the HS response were identified through comparative analyses of physiological and transcriptomic data. Our study aimed to provide a deeper insight into the genome-wide fungal HS response at the transcription level in *P. tuoliensis*.

## Materials and methods

### Fungal strains and growth conditions

The *P. tuoliensis* strain used in this study is Zhongnong No.1 (CCMSSC00489) provided by the China Center for Mushroom Spawn Standards and Control (CCMSSC) (Wang et al. 2018d, 2022). The mycelia of *P. tuoliensis* were cultured on potato dextrose agar (PDA; BD Difco, Franklin Lakes, USA) plates, which were divided into three groups: control (CK), moderate heat stress treatment (MHT), and severe heat stress treatment (SHT). To ensure all mycelia had equally initial viability, the inoculum in each treatment was prepared from the same initial plate (full of mycelium) with a $$\varnothing$$ 3 mm cutter. All the plates were incubated in the dark at 25 °C for 9 days after inoculation.

### Continuous HS treatments and mycelia colony area quantification

On the 10th day after inoculation, plates in the MHT and SHT groups were transferred to incubators set at 32 °C and 36 °C, respectively, while plates in the CK group remained at 25 °C. After 96 h of continuous HS treatment, mycelia from three individual plates in each group were scraped and immediately frozen in liquid nitrogen for further analysis.

To quantify mycelial colony area, we measured the colony diameter, and developed an algorithm based on high-resolution plates images. Images were taken on the 9th and 13th days with respect to before and after HS. Each image was converted to black and white, and was re-sized to a constant size for subsequent processing. The algorithm read the red category of red, green and blue (RGB) values for each pixel, and calculated their frequency. Two critical thresholding RGB values were selected manually to screen pixels for Petri dish and mycelial colony domains. As Eq. (1) shows, the number of pixels in a dish area as index $${A}_{d}^{i}$$ and the number of pixels in a colony area as index $${A}_{c}^{i}$$. The ratio (*η*) between these indexes was named as the normalized colony area ratio (NCAR), indicating the approximate percentage of colony coverage on the Petri dish. The NCAR mean value was calculated for each group based on the number of replicate samples (*n*). The documentation and source codes of the NCAR algorithm were deposited on GitHub (Chen 2022).

1 $$\eta =\frac{\sum_{i}^{n}\left({A}_{c}^{i}/{A}_{d}^{i}\right)}{n}\times 100\%\,\, i \in [1, \dots , n]$$

### RNA extraction and RNA-Seq

The total RNA was extracted and purified from individual frozen mycelia sample using the HiPure Universal RNA Mini kit (Magen, Guangzhou, China). After checking the quality and concentration of the total RNA samples, we constructed cDNA libraries following the Illumina RNA-Seq protocol. The sequencing was conducted on an Illumina NovaSeq 6000 platform with a 150 bp paired-end reading length (PE150) at Magigene Biotechnology Co. Ltd. (Guangzhou, China). The RNA-Seq data can be accessed in the NCBI database under the project accession number PRJNA889562.

### Transcriptome assembly and annotation

Quality control and preprocessing of raw reads were conducted using the fastp software (Chen et al. 2018) to filter out low-quality reads and ensure the individual lengths must be above 75 bp. In addition, to minimize the interference of rRNA, preprocessed raw reads were further trimmed by removing aligned rRNA sequences via Bowtie2 (Langmead and Salzberg 2012; Langmead et al. 2019). We mapped the RNA-seq reads against the reference genome of *P. tuoliensis* strain JKBL130LB (Kim et al. 2019)) using HISAT2 to identify exon-exon splice junctions (Kim et al. 2019). We assembled aligned RNA-Seq reads into potential transcripts using StringTie (Pertea et al. 2015). Unigenes were attributed to the transcripts matching the protein encoding sequences of the reference genome, which were subsequently annotated using BLASTX and the Non-Redundant (NR) protein database (Boratyn et al. 2019).

### Identification of DEGs and expression patterns

The data of raw counts were further cleaned up by removing those unigenes that had zero counts in any samples via R software (Andy Bunn 2017). The raw counts were then normalized using the package DESeq2 version 1.34.0 (Love et al. 2014) to compare the gene expression levels between CK, MHT, and SHT quantitatively. DEGs were identified according to statistical significance analyses using the criteria of adjusted *p* value < 0.05 and absolute log_2_ fold-change > 1 in any pair-wise comparison (CK & MHT or MHT & SHT or CK & SHT). We classified all identified DEGs into distinct clusters based on their expression patterns across three groups of treatments using a divisive hierarchical clustering algorithm with DEGreport version 1.32.0 (Pantano 2022).

### Functional enrichment analysis

The functional enrichment analysis was performed using Gene Set Enrichment Analysis (GSEA) algorithm embedded in the package clusterProfiler version 4.2.2 (Subramanian et al. 2005; Wu et al. 2021), including both Gene Ontology (GO) annotation and KEGG pathways analyses(Kanehisa and Goto 2000; Ashburner et al. 2000; Kanehisa 2019; Carbon et al. 2021; Kanehisa et al. 2021). Due to the limited annotation references for *Pleurotus* genus, we annotated genes functions using the reference genome annotation data of *Saccharomyces cerevisiae* (Carlson 2019).

## Results

### Mycelial growth rate characterization under continuous HS treatment

The images of colonies indicated that the three groups had identical initial sizes on Day 9, but the CK and MHT groups grew much faster compared to the SHT group on Day 13 (Additional file 1: Fig. S1). The CK group had more robust mycelium at the colony edges and a large amount of young mycelium. However, the MHT group had thicker and crustier edges for their colonies.

Both NCAR and experimentally measured mycelial growth rates implied the effects of different levels of HS on the growth of mycelial growth (Fig. 1). During 96 h of continuous HS treatment, the average NCAR growth rate of the MHT group was 5.06% per day, showing no statistically significant difference compared to CK group. However, the MHT group had a 7.7-fold higher growth rate than the SHT group. The experimental measurements revealed the average growth rates of the CK, MHT and SHT groups were 4.77, 6.56, and 0.58 mm/day respectively, indicating that the MHT group grew even faster than the CK group while the SHT group had the minimal growth rate. Note, the SHT colonies were able to resume growth at a recovery temperature of 25 °C after HS.

**Fig. 1:**
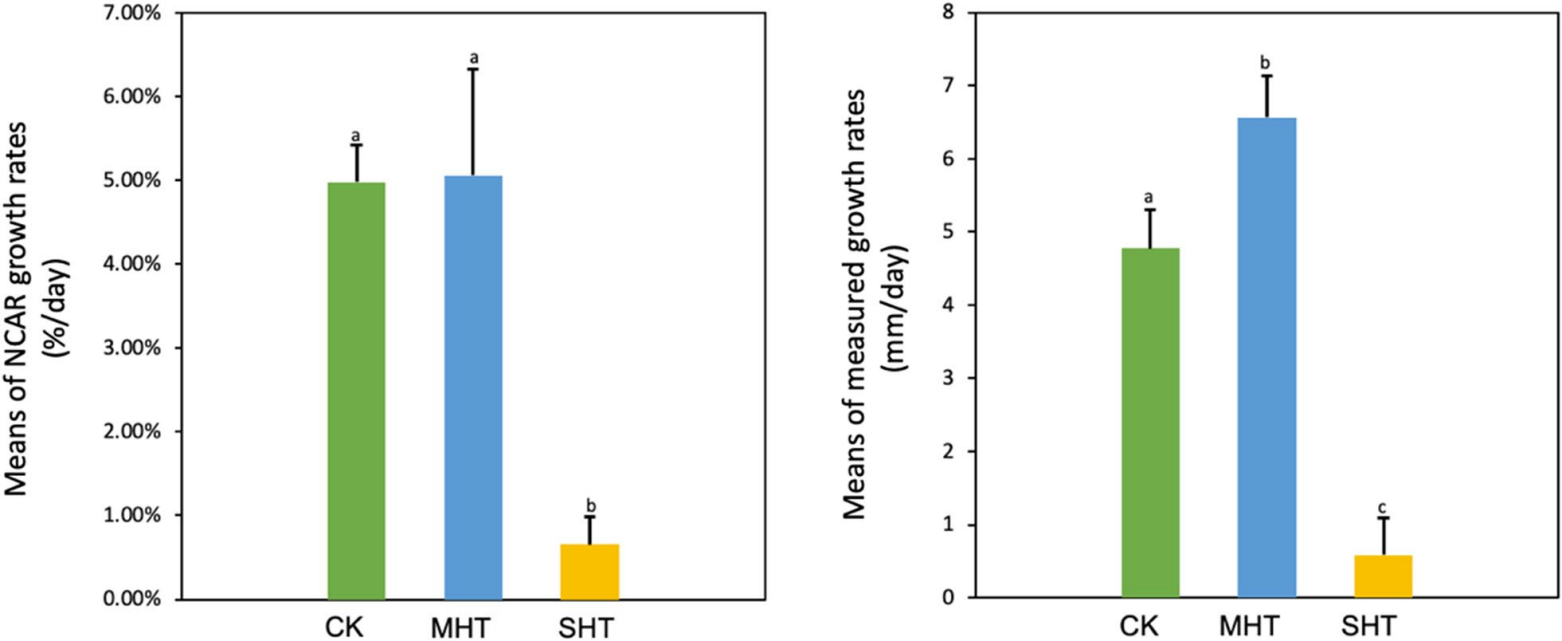
Bar plots of mean mycelial growth rates from Day 9 to Day 13 based on NCAR data and experimental measurements. Groups with different letters are statistically different at 95% family-wise confidence level. Error bars represent standard deviation

### RNA-seq, transcriptome assembly and annotation

We performed initial quality control on the raw reads from each sample and obtained roughly 17 to 26 million clean paired reads with a clean data ratio above 91% and an average GC content of 53.45% (Table 1). The total paired reads were further cleaned up by removing the rRNA sequences (Additional file 1: Table S1). On average, 91.31% of the total clean reads were mapped to the reference genome (*P. tuoliensis* strain JKBL130LB) (Additional file 1: Table S2), generating 26,989 unigenes of which 13,953 unigenes had substantial expression levels. 

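RNA-seq libraries were made from *P. tuoliensis* mycelia on day 13, after 96 h at 25 °C (CK), 32 °C (MHT) or 36 °C (SHT). Each group had 3 libraries, and the paper takes the mycelia of each group from 3 individual plates started from the same initial plate, so the replicates are separate cultures of 1 strain. The authors trimmed and filtered the reads with fastp, keeping reads of at least 75 bp, removed rRNA reads with Bowtie2, aligned the rest with HISAT2 and assembled and counted them with StringTie. They deposited whole-number counts for 13953 unigenes in the 9 libraries, each unigene with the description of its best protein match. The total count per library was 3925786 to 5014053 in CK (median 4991675), 4865930 to 6180053 in MHT (median 5515491) and 4764179 to 5917149 in SHT (median 5033275). These totals are 23.1% to 26.9% of the mapped read pairs that the paper lists for the same libraries, and all values given here use the deposited counts. From there, the 13018 unigenes with a nonzero count in all 9 libraries were tested and the other 935 were left out, as in the filter of the paper. Libraries were scaled by TMM, whose mean factor was 0.910 ± 0.0367 in CK, 1.00 ± 0.0213 in MHT and 1.10 ± 0.0186 in SHT (SD, n = 3), and expression is given as TMM-scaled CPM. Groups were compared with edgeR's quasi-likelihood test in 1 model over the 9 libraries, and a DEG is a unigene with an adjusted p under 0.05 and an absolute log2 fold change above 1. A unigene passed where it met both thresholds, so one that did not pass may still have an adjusted p under 0.05. The matched proteins are mostly of related species, led by *Pleurotus eryngii* with 4365 unigenes, and 10744 of the 13953 descriptions name only a hypothetical or uncharacterized protein. Unigenes with adjacent ID numbers and 1 informative description had correlated log2 fold changes in SHT&CK (Pearson r = 0.794 across 465 pairs of unigenes, which are not independent replicates), so values of such neighbours are uncertain as separate genes.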

We further removed the unigenes that lacked annotation information in the Nr database via BLASTX (Boratyn et al. 2019), resulting in a final set of 11,265 unigenes for subsequent quantitative analysis.

**Table 1:** Summary statistics of sequencing samples

Sample	Clean paired reads	Clean bases (G)	Q20 (%)	Q30 (%)	GC content (%)	Clean data ratio (%)
CK1	16,904,798	4.94	99.16	96.6	53.74	93.79
CK2	22,009,157	6.4	98.94	95.91	53.49	91.62
CK3	21,485,183	6.23	99.08	96.36	53.48	92.56
MHT1	26,032,345	7.57	98.95	95.89	53.43	91.92
MHT2	23,893,148	6.94	99.03	96.14	53.5	91.95
MHT3	23,676,604	6.87	98.96	95.94	53.18	91.35
SHT1	26,241,571	7.61	99.04	96.18	53.48	91.52
SHT2	23,261,438	6.74	99.16	96.59	53.44	92.86
SHT3	23,375,530	6.79	98.97	95.94	53.32	91.56

CK1, CK2 and CK3: three independent biological replicates of Control

MHT1, MHT2 and MHT3: three independent biological replicates of group MHT

SHT1, SHT2 and SHT3: three independent biological replicates of group SHT

Q20: the percentage of bases with a Phred score over 20

Q30: the percentage of bases with a Phred score over 30

### Expression quantification and DEG identification

Both consistencies and divergencies were observed across the 9 samples in three groups by comparing the normalized counts of the entire 11,265 unigenes. We checked the variability of all unigenes normalized counts by creating a dispersion plot, which showed the dispersion estimates were shrunk towards a fitted curve (Additional file 1: Fig. S2). In addition, relatively smaller distances were found between the triplicates of the same group as expected, indicating overall consistencies in gene expression under the same treatment (Fig. 2). 

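Genes that differed between groups had a small spread within them in some cases and a large one in others. Gene_16058, a lysyl-tRNA synthetase that charges tRNA with lysine, was at 240.4 ± 20.9 CPM in CK (mean ± SD, n = 3), 421 ± 36.8 in MHT and 649 ± 24.7 in SHT, and it rose in SHT&CK with a log2 fold change of 1.43 (standard error 0.171, adjusted p = 1.25e-04, edgeR's quasi-likelihood test). Gene_1922, an NADH:flavin oxidoreductase, rose in the same comparison to 141 ± 123 CPM from 2.86 ± 1.92, a log2 fold change of 5.57 that was 6.31 without CK replicate 2 and 4.83 without SHT replicate 3. Over all 13018 unigenes, the Euclidean distance of log2 CPM between libraries of 1 group was 56.1 ± 5.76 in CK, 63.4 ± 17.5 in MHT and 58.8 ± 13.7 in SHT (SD over 3 pairs). The mean distance between groups exceeded that within groups by 35.6, and no other assignment of the 9 libraries to 3 groups of 3 gave a larger excess (exact permutation test, p = 0.00357, the smallest p that 280 partitions allow). In MHT, replicates 1 and 2 were 43.4 apart, while replicate 3 had a mean distance of 73.5 to them. SHT replicates 1 and 3 were 43.0 apart, while SHT replicate 2 lay 65.9 and 67.6 from them.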

Whilst the contrasts between the SHT and the CK samples possessed rather darker color, presenting obvious divergencies in overall gene expression. 

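Gene_5083, a cerato-platanin of the small secreted proteins that fungi carry on their surface, fell in SHT&CK from 1569 ± 331 CPM in CK (mean ± SD, n = 3) to 206 ± 118 in SHT, a log2 fold change of -2.93 (standard error 0.365, adjusted p = 1.69e-04, edgeR's quasi-likelihood test). A cytochrome P450, Gene_11138, rose from 21.3 ± 19.0 CPM to 224 ± 124, with a log2 fold change of 3.38 that became 4.44 without CK replicate 2. Across the whole transcriptome the distance between an SHT and a CK library was 113 ± 9.11 (SD over 9 pairs). It was 88.1 ± 13.8 between MHT and CK and 83.6 ± 11.4 between SHT and MHT.

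**Figure D1:**
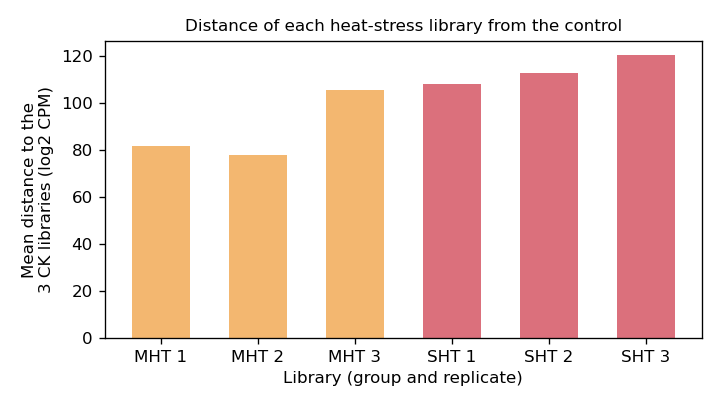
Mean Euclidean distance (log2 CPM of 13018 unigenes) from each of the 3 MHT and 3 SHT libraries to the 3 CK libraries, 1 bar per library. The MHT libraries lie at 81.5, 77.7 and 105 and the SHT libraries at 108, 112 and 120.1, and of the MHT libraries replicate 3 lies farthest from CK.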

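Gene_18486, a STE3-domain protein of the relatives of the fungal pheromone receptors, was at 4518 ± 1258 CPM in CK (mean ± SD, n = 3), 612 ± 186 in MHT and 209 ± 15.4 in SHT. Its log2 fold change was -2.88 (standard error 0.297, adjusted p = 1.42e-04, edgeR's quasi-likelihood test) in MHT&CK, -4.43 (standard error 0.319, adjusted p = 8.17e-06) in SHT&CK and -1.55 (standard error 0.284, adjusted p = 0.00759) in SHT&MHT. Gene_7883, described alike, fell from 482 ± 140.0 CPM in CK to 80.5 ± 15.4 in MHT and fell to 34.7 ± 7.31 in SHT, log2 fold changes of -2.58 and -3.79. Averaged over pairs, SHT lay 1.29 times as far from CK as MHT did. Every SHT library was farther from CK than every MHT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).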

Interestingly, the distances between the MHT and CK groups indicated reduced divergencies compared to those between SHT and CK, which may be related to an intermediate HS treatment.

**Fig. 2:**
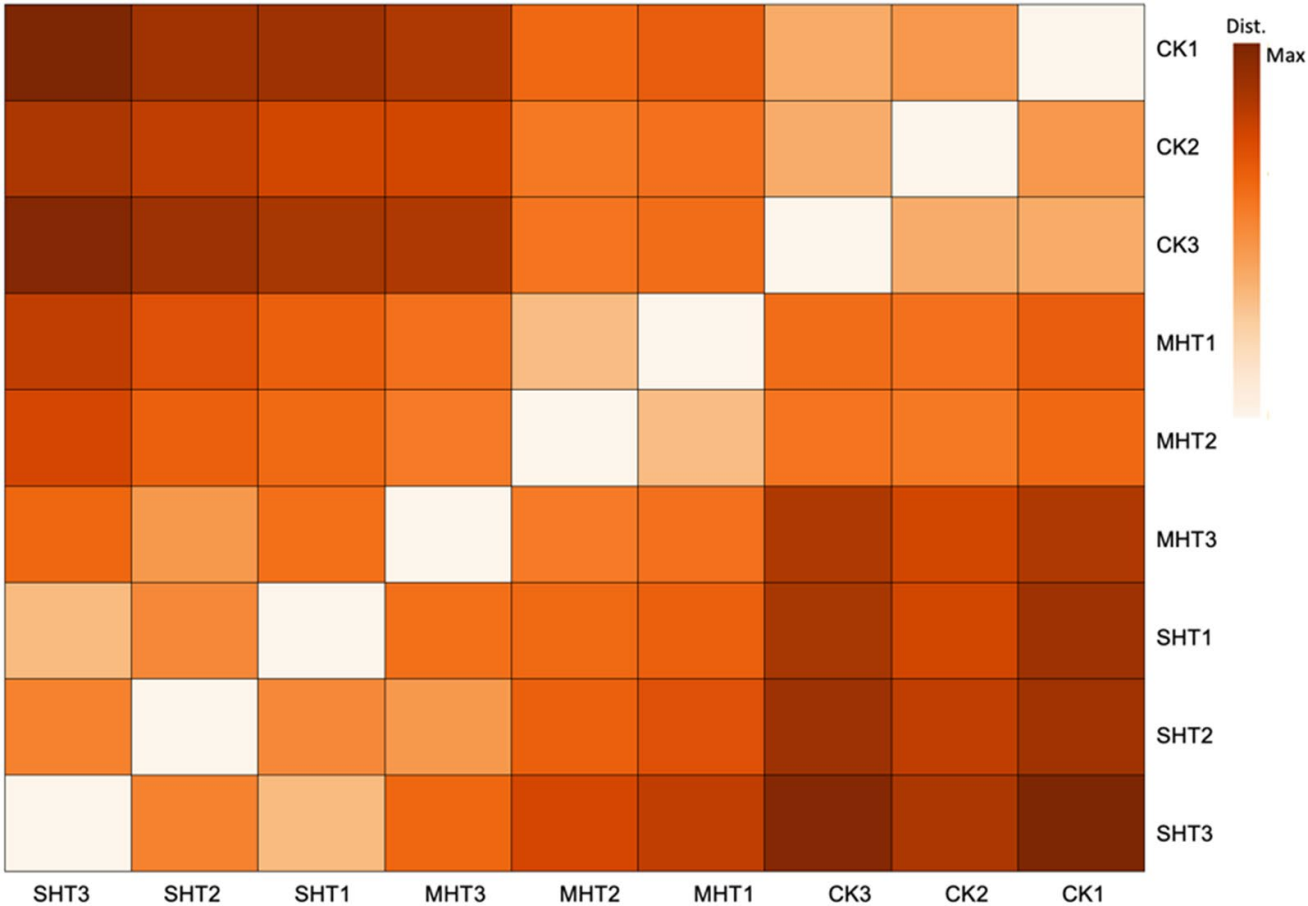
A heatmap depicts orthogonal distances between nine samples based on the normalized counts of the entire 11,265 unigenes. The darkest color indicates the maximum distance between two individual samples

Up to 500 unigenes with the maximum variations of normalized counts were selected to visualize the divergency in gene expression across samples. 

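Of the 500 unigenes with the largest variance of log2 CPM over the 9 libraries, 447 were DEGs in at least 1 comparison and 116 had an informative description. Gene_5861, a UbiA prenyltransferase of the enzymes that attach prenyl chains to aromatic rings, was among those highest in CK. It was at 335 ± 139 CPM in CK (mean ± SD, n = 3), 56.6 ± 4.23 in MHT and 37.1 ± 13.8 in SHT, with log2 fold changes of -2.56 (standard error 0.308, adjusted p = 4.37e-04, edgeR's quasi-likelihood test) in MHT&CK and -3.17 (standard error 0.317, adjusted p = 4.58e-05) in SHT&CK. Gene_24017, with a carbohydrate-binding module of family 13, was among those lowest in CK, at 0.954 ± 0.704 CPM in CK, 14.5 ± 5.80 in MHT and 17.7 ± 7.03 in SHT. It rose with log2 fold changes of 3.81 in MHT&CK and 4.10 in SHT&CK, which became 4.49 and 4.79 without CK replicate 2.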

The color changes from left to right in Fig. 3 show clear differences between three groups of treatments, as well as overall consistency within each group. A cluster of unigenes in the upper half showed relatively low expression levels in CK samples, as indicated, the blue bars, but increased expressions in MHT and SHT samples. Conversely, a cluster of unigenes in the bottom half showed high expression level in CK, while reduced expressions in MHT and SHT. 

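CK had the lowest group mean in 223 of the 500 unigenes. A pair of exoglucanases, enzymes that release sugars from the ends of cellulose chains, belonged to them. Gene_26402 rose in both treatments and was at 2.74 ± 0.905 CPM in CK (mean ± SD, n = 3), 25.1 ± 7.14 in MHT and 44.7 ± 11.4 in SHT, with log2 fold changes of 3.20 (standard error 0.340, adjusted p = 1.73e-04, edgeR's quasi-likelihood test) in MHT&CK and 4.04 (standard error 0.338, adjusted p = 1.84e-05) in SHT&CK. Gene_26401, the neighbour in ID number and described alike, rose from 0.696 ± 0.135 CPM in CK to 14.9 ± 9.00 in MHT and 18.9 ± 5.08 in SHT. Its log2 fold change in MHT&CK was 4.36, and 3.77 without MHT replicate 2. MHT was the highest group in 51 unigenes of this set.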

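CK had the highest group mean in 226 of the 500 unigenes. Gene_10842, a cytosine-purine permease that takes up nucleobases, fell from 67.1 ± 20.0 CPM in CK (mean ± SD, n = 3) to 5.06 ± 2.03 in MHT and 2.92 ± 0.796 in SHT, with log2 fold changes of -3.71 (standard error 0.331, adjusted p = 5.71e-05, edgeR's quasi-likelihood test) in MHT&CK and -4.51 (standard error 0.353, adjusted p = 1.46e-05) in SHT&CK. Gene_17294, an alpha/beta-hydrolase, fell from 47.3 ± 15.6 CPM to 6.95 ± 1.00 and 6.24 ± 1.28. Gene_7316, a transporter of the major facilitator superfamily, was at 23.2 ± 1.42 CPM in CK, 4.47 ± 0.979 in MHT and 4.28 ± 1.43 in SHT, and its log2 fold changes were -2.37 and -2.42. For these 3 genes the difference between SHT and MHT did not pass the test, with log2 fold changes of -0.81, -0.15 and -0.05. Gene_10842 passed it without MHT replicate 3 (-1.08).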

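In 111 of the 500 unigenes SHT was highest and the means of CK and MHT lay closer to each other than to SHT. Gene_16414, a hexose transporter for sugar uptake, was at 5.51 ± 1.57 CPM in CK (mean ± SD, n = 3), 6.99 ± 3.17 in MHT and 35.5 ± 18.0 in SHT. It rose in SHT&CK with a log2 fold change of 2.66 (standard error 0.459, adjusted p = 0.00121, edgeR's quasi-likelihood test) and in SHT&MHT with 2.35 (standard error 0.439, adjusted p = 0.00882), while the log2 fold change of 0.31 in MHT&CK did not pass. Gene_23695, described as a GroES-like protein, rose from 12.4 ± 2.64 CPM in CK and 15.7 ± 7.90 in MHT to 61.6 ± 36.0 in SHT. In SHT&MHT it had a log2 fold change of 1.98, a call that was lost without MHT replicate 1 (1.83), MHT replicate 2 (1.75) or SHT replicate 3 (1.45).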

A few unigenes in the middle had similar low expression levels in CK and MHT groups marked by blue bars, however high expression levels in SHT group. 

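In 33 of the 500 unigenes CK was highest and MHT lowest. Gene_5758, described as an actin, is one of them and was near the lower end of detection, at 5.68 ± 5.33 CPM in CK (mean ± SD, n = 3), 1.04 ± 0.392 in MHT and 2.87 ± 1.22 in SHT. In MHT&CK it fell with a log2 fold change of -2.49 (standard error 0.744, adjusted p = 0.0433, edgeR's quasi-likelihood test), a call that was lost without CK replicate 2 (-1.57), CK replicate 3 (-2.57), MHT replicate 1 (-2.24), MHT replicate 2 (-2.82), MHT replicate 3 (-2.48), SHT replicate 1 (-2.49) or SHT replicate 3 (-2.49). Outside the 500, a catalase fragment, Gene_6329, of the enzymes that break down hydrogen peroxide, had the same order of groups, at 1345 ± 131 CPM in CK, 666 ± 124 in MHT and 881 ± 163 in SHT. It fell in MHT&CK with a log2 fold change of -1.02, not passing without CK replicate 3 (-0.94), MHT replicate 1 (-0.95) or MHT replicate 3 (-0.93).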

At the bottom of Fig. 3, a series of unigenes had high expression levels in CK group, although the lowest expression levels in MHT group rather than in SHT group.

**Fig. 3:**
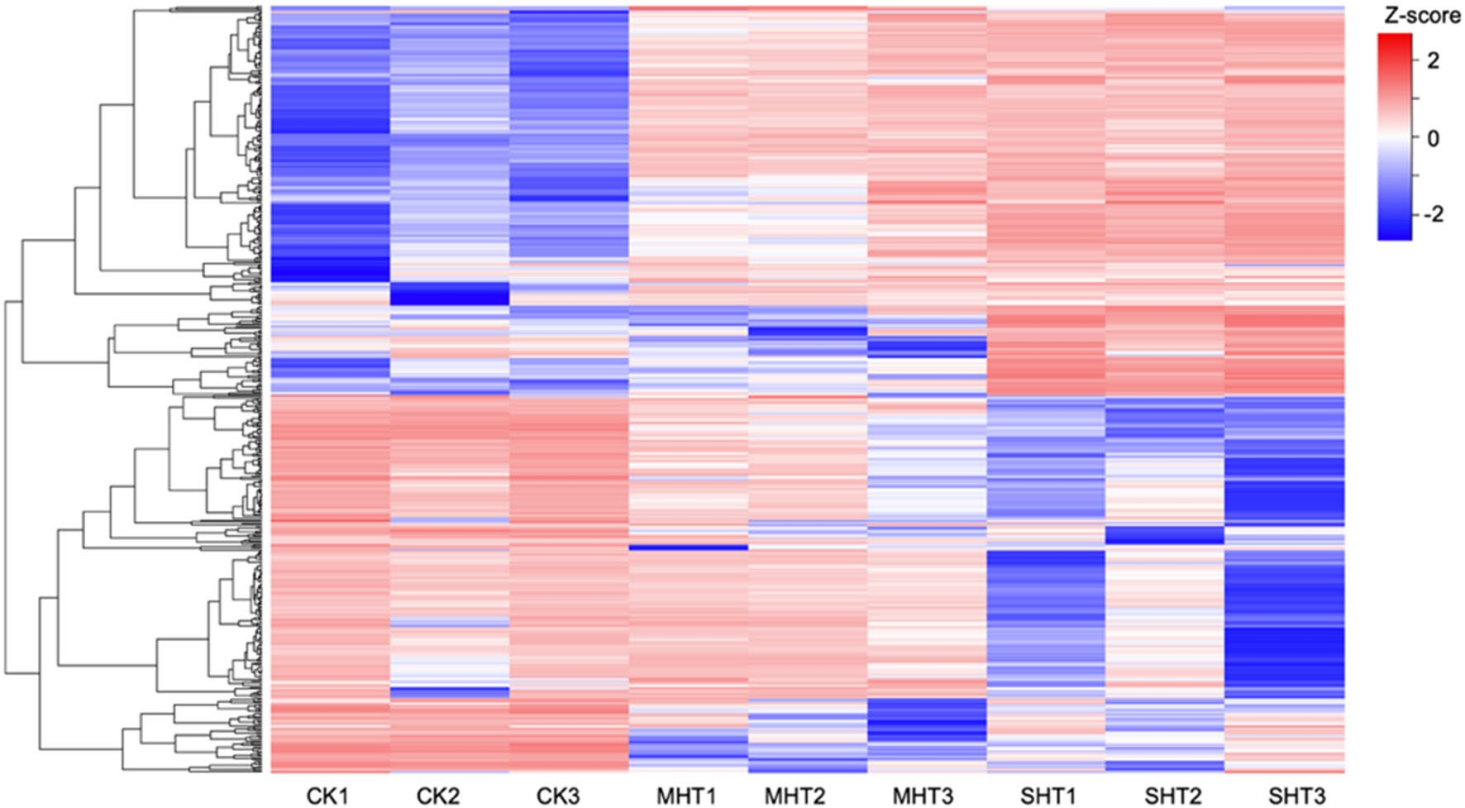
Top 500 unigenes with the largest variations of normalized counts across 9 samples. Each row corresponds to a single unigene and the dendrogram on the left shows the distances between unigenes. The legend shows the gene expression level (Z-scores) calculated based on the normalized counts. Each column represents a specific sample listed at the bottom

According to the quantitative analysis, we detected 2724 DEGs out of 11,265 unigenes that met the screening criteria of |log_2_-fold change| > 1 and *p-adj* value < 0.05 in any of the three comparisons: MHT&CK, SHT&CK, and SHT&MHT. 

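At the thresholds the paper states, 3235 of the 13018 unigenes tested were DEGs in at least 1 comparison. Hydrophobin 3, Gene_22549, one of the surface proteins that coat aerial hyphae, was at 589 ± 86.5 CPM in CK (mean ± SD, n = 3), 323 ± 117 in MHT and 86.5 ± 9.07 in SHT. It fell with log2 fold changes of -2.77 (standard error 0.262, adjusted p = 3.19e-05, edgeR's quasi-likelihood test) in SHT&CK and -1.90 (standard error 0.254, adjusted p = 0.00210) in SHT&MHT, and had -0.87 in MHT&CK, which passed only without MHT replicate 3 (-1.17). Of 4 hydrophobins, 3 fell and 1 did not pass (3 when adjusted over the list alone) in SHT&CK, with adjusted p = 0.0608 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. The number that fell was 1 without CK replicate 2, CK replicate 3, SHT replicate 1, SHT replicate 2 or SHT replicate 3, and 1 with the replicate number as a block.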

Under HS at 32 °C, 1064 DEGs were detected compared to the CK, while the number of DEGs elevated to 2371 when the HS temperature increased to 36 °C (Fig. 4a). 

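MHT&CK gave 1063 DEGs, 8.17% of the unigenes tested, and SHT&CK gave 2821, 21.7%. Gene_14393, a phenylalanine ammonia lyase that opens the phenylpropanoid pathway, was at 117 ± 10.5 CPM in CK (mean ± SD, n = 3), 1377 ± 362 in MHT and 564 ± 209 in SHT and rose with log2 fold changes of 3.56 (standard error 0.313, adjusted p = 4.99e-05, edgeR's quasi-likelihood test) in MHT&CK and 2.28 (standard error 0.297, adjusted p = 2.12e-04) in SHT&CK. A copper radical oxidase, Gene_422, of the enzymes that produce hydrogen peroxide outside the cell, rose from 452 ± 376 CPM in CK to 6661 ± 2078 in MHT and 2026 ± 839 in SHT, log2 fold changes of 3.88 and 2.16 that became 4.82 and 3.10 without CK replicate 2. Gene_12726, a glycoside hydrolase of family 3, fell to 41.5 ± 9.47 and 45.3 ± 3.11 CPM from 172 ± 47.9. DESeq2 called 1173 and 2858 unigenes.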

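Between the 2 heat treatments 736 unigenes were DEGs. A pair of hybrid histidine kinases, sensors of phosphorelay signalling, fell between 32 °C and 36 °C. Gene_13725 was at 247 ± 64.7 CPM in CK (mean ± SD, n = 3), 251 ± 19.3 in MHT and 50.7 ± 25.6 in SHT, a log2 fold change of -2.31 (standard error 0.322, adjusted p = 0.00254, edgeR's quasi-likelihood test) in SHT&MHT, and Gene_13727 at 313 ± 113 CPM in CK, 290.2 ± 60.3 in MHT and 56.5 ± 22.7 in SHT, -2.36 (standard error 0.341, adjusted p = 0.00273). Gene_6421, a carbohydrate esterase of family 1, rose from 13.1 ± 2.52 CPM in MHT to 57.5 ± 26.6 in SHT, and Gene_26632, a protein with an actin-like ATPase domain, from 31.2 ± 4.78 to 105 ± 46.9. The number of DEGs was 317, 399 and 1428 without MHT replicates 1, 2 and 3, and 458 and 278 without SHT replicates 1 and 3.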

Only 829 DEGs were detected based on the comparison of SHT&MHT. The up-and-down regulations of DEGs varied slightly in each comparison. 

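In MHT&CK 501 DEGs were higher and 562 lower, a difference of 5.74% of these DEGs and of 12.2% of the higher ones. As a share of the DEGs it was 0.762% without MHT replicate 1, 1.98% without CK replicate 1, 3.36% without CK replicate 2, 11.2% without MHT replicate 3 and 15.9% without CK replicate 3. Gene_25883, a P-loop nucleoside triphosphate hydrolase, rose from 35.6 ± 4.17 CPM in CK (mean ± SD, n = 3) to 232 ± 93.6 in MHT, a log2 fold change of 2.70 (standard error 0.361, adjusted p = 0.00101, edgeR's quasi-likelihood test). Its neighbour in ID number with the same description, Gene_25882, rose from 82.2 ± 13.6 to 490.4 ± 201 CPM. A potassium:hydrogen antiporter, Gene_1683, fell from 18.4 ± 0.587 to 3.69 ± 0.726 CPM, a log2 fold change of -2.31. In SHT&CK 1408 DEGs were higher and 1413 lower.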

The number of down-regulated DEGs was 5.8% greater than that of up-regulated in the comparison of MHT&CK, while the DEGs detected between SHT and CK groups indicated an almost equalized number of up-regulations and down-regulations (Fig. 4a). Remarkably, more up-regulated than down-regulated DEGs were found in the comparison of SHT&MHT.

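In SHT&MHT 363 DEGs were higher and 373 lower. Among the lower ones, the small subunit of ribonucleotide reductase, Gene_1102, which makes deoxyribonucleotides for DNA synthesis, was at 171 ± 18.3 CPM in CK (mean ± SD, n = 3), 227 ± 44.4 in MHT and 74.4 ± 24.1 in SHT, a log2 fold change of -1.61 (standard error 0.236, adjusted p = 0.00265, edgeR's quasi-likelihood test) in SHT&MHT. Gene_807, a protein of the small ribosomal subunit, fell from 167 ± 7.92 to 79.2 ± 7.63 CPM, a log2 fold change of -1.08. Scaled by the upper quartile in place of TMM, the split was 385 higher and 364 lower. Without MHT replicate 1 the share of higher DEGs fell to 36.9%, from 49.3%.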

**Fig. 4:**
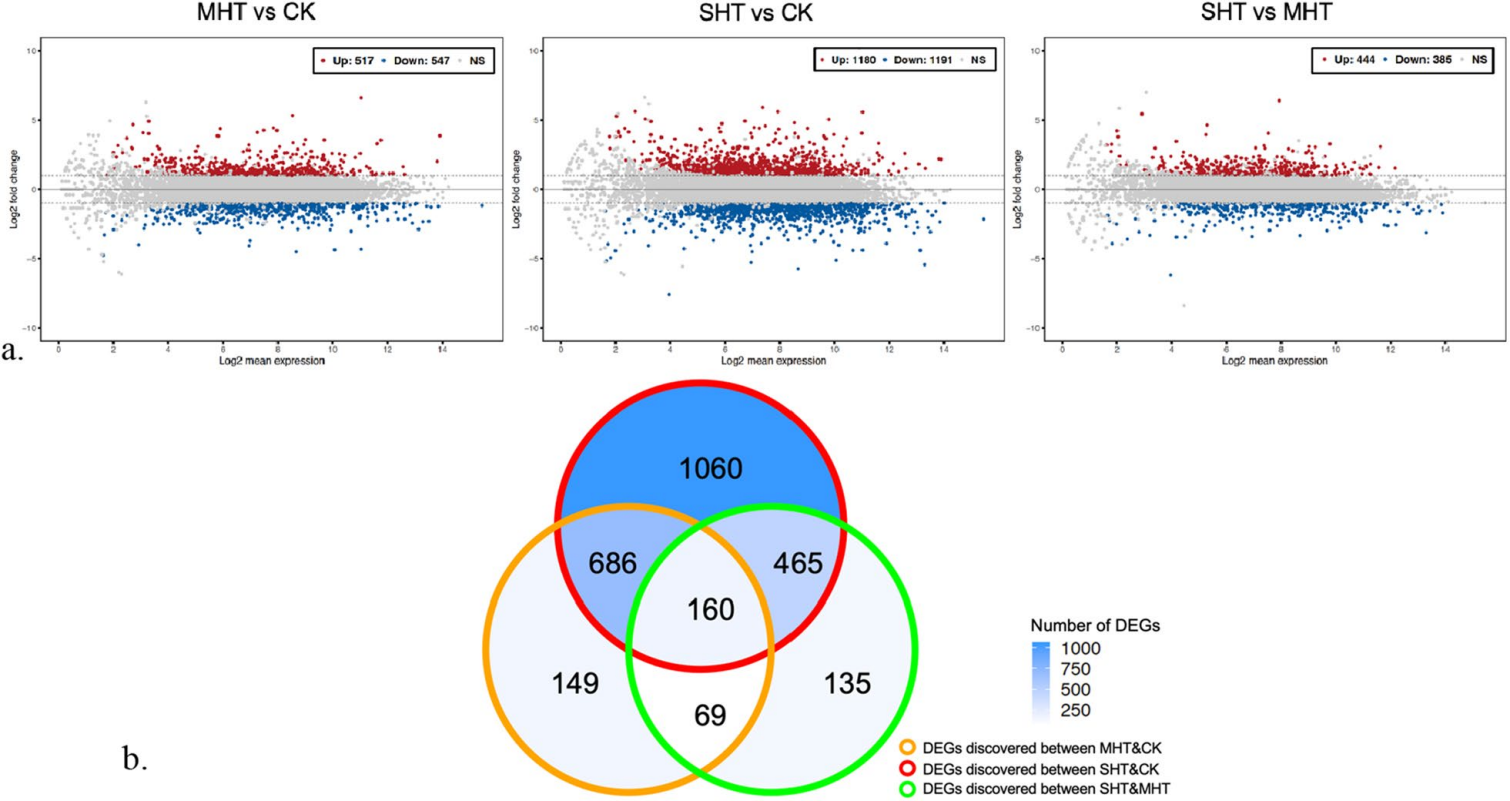
Illustrations of total 2724 DEGs with specifications. **a** MA plots showing the expression levels and fold-changes of the DEGs detected in MHT&CK, SHT&CK, and SHT&MHT. The x-axis is the log_2_ value of normalized counts, and the y-axis stands for the log_2_ fold-change of each unigene. Grey dots (NS) are non-DEGs, red dots (UP) are up-regulated DEGs, and blue dots (DOWN) are down-regulated DEGs; **b** a Venn diagram showing the distribution and overlap of the DEGs in each comparison

Both unique and overlapped DEGs were found in the three pair-wise comparisons (Fig. 4b). 

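The 3235 DEGs split into 1572 found in SHT&CK alone, 201 in MHT&CK alone and 151 in SHT&MHT alone. Those of SHT&MHT alone numbered 39 without MHT replicate 1, 62 without MHT replicate 2, 391 without MHT replicate 3, 71 without SHT replicate 1 and 42 without SHT replicate 3, and those of MHT&CK alone 133 without CK replicate 3. MHT&CK and SHT&CK shared 726 DEGs that SHT&MHT did not call. SHT&CK and SHT&MHT shared 449 that MHT&CK did not call, and 62 were called in MHT&CK and SHT&MHT but not in SHT&CK. A total of 1311 DEGs, 40.5%, were called in 2 or 3 comparisons. A unigene called in 1 comparison and not in another is not thereby shown to differ between them.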

We found that 1060 DEGs were unique to SHT&CK, accounting approximately 39% of the total number of DEGs. Conversely, only 149 and 135 unique DEGs were specific to the comparisons of MHT&CK and SHT&MHT, respectively. 

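The 1572 DEGs of SHT&CK alone were 48.6% of all DEGs. A pair of genes that start DNA replication were among them. Gene_7994, subunit 2 of the origin recognition complex, was at 7.90 ± 1.77 CPM in CK (mean ± SD, n = 3), 12.7 ± 1.93 in MHT and 23.2 ± 7.21 in SHT, and Gene_15258, the Psf1 subunit of the GINS complex that opens DNA at replication forks, at 14.0 ± 1.33 CPM in CK, 19.8 ± 2.54 in MHT and 34.9 ± 2.98 in SHT. Both rose in SHT&CK, with log2 fold changes of 1.53 (standard error 0.276, adjusted p = 0.00133, edgeR's quasi-likelihood test) and 1.32 (standard error 0.192, adjusted p = 3.68e-04). Of 21 genes of DNA replication, 3 rose, 1 fell and 17 did not pass (3 higher and 1 lower when adjusted over the list alone) in SHT&CK, with adjusted p = 0.637 for the list in limma's camera with a preset correlation, and adjusted p = 0.845 with an estimated correlation.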

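In MHT&CK alone, Gene_11537, a cytochrome P450 monooxygenase, rose from 13.3 ± 3.37 CPM in CK (mean ± SD, n = 3) to 112 ± 97.0 in MHT and was at 31.7 ± 27.8 in SHT, and its log2 fold change in MHT&CK was 3.08 (standard error 0.774, adjusted p = 0.0293, edgeR's quasi-likelihood test). In SHT&MHT alone, Gene_15410, a glycoside hydrolase of family 7, the family of cellulose-degrading exoglucanases, rose from 3.76 ± 1.22 to 11.0 ± 0.861 CPM and was at 7.44 ± 3.86 in CK. For this hydrolase the log2 fold change in SHT&MHT was 1.54 (standard error 0.373, adjusted p = 0.0252, edgeR's quasi-likelihood test). The call of Gene_11537 was lost without CK replicate 3 (3.08), MHT replicate 1 (3.32) or MHT replicate 3 (2.10), and that of Gene_15410 without MHT replicate 1 (1.51) or either of SHT replicates 1 and 3 (1.49 at the lowest).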

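Gene_4325, a U3 small nucleolar RNA-associated protein that acts on the precursor of the 18S rRNA, was at 29.3 ± 3.63 CPM in CK (mean ± SD, n = 3), 68.2 ± 14.3 in MHT and 80.1 ± 15.8 in SHT, and Gene_10211, the ribosome biogenesis protein Tsr1, at 1.63 ± 0.429 CPM in CK, 5.77 ± 1.99 in MHT and 7.32 ± 1.43 in SHT. Their log2 fold changes were 1.22 (standard error 0.216, adjusted p = 0.00348, edgeR's quasi-likelihood test) and 1.79 (standard error 0.383, adjusted p = 0.00920) in MHT&CK and 1.45 and 2.13 in SHT&CK. Gene_11401, with a ribosomal protein S5 fold, rose from 3.37 ± 0.499 CPM to 9.54 ± 1.53 in MHT and 13.5 ± 1.69 in SHT. MHT&CK and SHT&CK had 800 DEGs in common, of which 362 were higher and 433 lower in both. Independent lists of these sizes would share 54.2 higher and 61 lower. In 50 simulations with no change between groups, all 9 libraries were drawn from 1 set of means. The lists then held means of only 0.2 and 0.36 DEGs and shared a mean of 0.02, too few to measure what the shared libraries add to the overlap. Across unigenes, the log2 fold changes had r = 0.747 and 78.1% had the same sign, against r = 0.520 and 67.3% simulated with no effect, and the covariance was 0.468 against 0.0521. Both simulated comparisons share their CK libraries, so the simulated values estimate what shared controls add under the simulated spread. The 3 CK libraries are too few to be split into 2 parts of 2, so whether the real ones add more could not be checked.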

The largest overlap of DEGs was between MHT&CK and SHT&CK with 846 common unigenes. Moreover, 160 DEGs were shared by all three comparisons.

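A total of 74 unigenes, 2.29% of all DEGs, were called in all 3 comparisons. Gene_2329, a cytochrome P450, fell at each step and was at 154 ± 43.4 CPM in CK (mean ± SD, n = 3), 75.1 ± 10.4 in MHT and 20.1 ± 7.17 in SHT. The log2 fold change of this gene was -1.04 (standard error 0.258, adjusted p = 0.0186, edgeR's quasi-likelihood test) in MHT&CK, -2.94 (standard error 0.279, adjusted p = 3.19e-05) in SHT&CK and -1.90 (standard error 0.271, adjusted p = 0.00254) in SHT&MHT, and the call in MHT&CK was lost without CK replicate 1 (-0.77), MHT replicate 1 (-0.96) or MHT replicate 2 (-1.01). The number called in all 3 comparisons was 47 without CK replicate 3, 38 and 41 without MHT replicates 1 and 2, and 46, 128 and 29 without SHT replicates 1, 2 and 3.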

### Classification of DEG expression patterns

To investigate the effects of increasing intensity of HS on whole genome gene expression of *P. tuoliensis*, we divided the 2724 DEGs into four clusters based on their expression patterns in the three groups: CK, MHT, and SHT. Figure 5 illustrates the four clusters and their expression profiles. Cluster-1 contained 1232 DEGs that exhibited a declining trend of expression in both MHT and SHT compared to CK, indicating that these DEGs were suppressed by HS. 

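By the order of the group means of log2 CPM, 1470 of the 3235 DEGs, 45.4%, had lower means in MHT and in SHT than in CK. Their median log2 fold change was -0.85 in MHT&CK and -1.35 in SHT&CK. Gene_10118, a pheromone receptor of the STE3 type, was at 16.1 ± 1.52 CPM in CK (mean ± SD, n = 3), 8.04 ± 2.20 in MHT and 5.00 ± 0.528 in SHT, and Gene_7129, a reverse transcriptase of the kind that mobile elements encode, at 56.2 ± 7.56 CPM in CK, 39.9 ± 6.82 in MHT and 26.0 ± 2.56 in SHT. Both fell in SHT&CK, with log2 fold changes of -1.68 (standard error 0.259, adjusted p = 5.25e-04, edgeR's quasi-likelihood test) and -1.11 (standard error 0.194, adjusted p = 0.00112), while those of -0.99 and -0.49 in MHT&CK did not pass. Gene_10118 passed in MHT&CK without CK replicate 2 (-1.02), MHT replicate 1 (-1.04) or MHT replicate 2 (-1.17). Both changes from CK had an adjusted p under 0.05 in 625 of the 1470. From the decline at both temperatures, the paper states that these DEGs are suppressed by heat stress.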

Cluster-2 consisted of 1191 DEGs that showed an increasing trend of expression in both MHT and SHT compared to CK, suggesting that these DEGs were over-expressed under HS. 

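Higher means in MHT and in SHT than in CK were found for 1451 DEGs, 44.9%. Their median log2 fold change was 0.86 in MHT&CK and 1.34 in SHT&CK. Gene_4804, the factor STS that tethers the proteasome in the nucleus, was at 8.02 ± 0.454 CPM in CK (mean ± SD, n = 3), 19.3 ± 5.10 in MHT and 23.3 ± 2.88 in SHT, and its log2 fold changes were 1.26 (standard error 0.241, adjusted p = 0.00519, edgeR's quasi-likelihood test) and 1.54 (standard error 0.240, adjusted p = 5.81e-04). Gene_17544, autophagy protein 17, which scaffolds the start of autophagosome formation, rose in SHT&CK from 10.2 ± 0.696 CPM in CK to 23.3 ± 3.04 and stood at 21.0 ± 4.01 in MHT, where the call was lost without MHT replicate 3 (0.87). In SHT&CK, of 29 proteasome genes, 1 rose, 1 fell and 27 did not pass (1 higher and 1 lower when adjusted over the list alone), and of 10 autophagy genes, 1 rose, 1 fell and 8 did not pass (1 higher and 1 lower when adjusted over the list alone). The number of proteasome genes that fell was 0 without CK replicate 2 or SHT replicate 1, that of autophagy genes that fell 0 without CK replicate 3 or SHT replicate 2, and that of autophagy genes that rose 2 without CK replicate 2. Both changes from CK passed an adjusted p of 0.05 in 594 of the 1451.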

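A mean below CK in MHT and above CK in SHT was found for 172 DEGs, with median log2 fold changes of -0.47 in MHT&CK and 0.99 in SHT&CK. Gene_315, fructose-bisphosphate aldolase of glycolysis, was at 197 ± 63.0 CPM in CK (mean ± SD, n = 3), 157 ± 46.4 in MHT and 614 ± 288 in SHT. It rose with log2 fold changes of 1.64 (standard error 0.357, adjusted p = 0.00423, edgeR's quasi-likelihood test) in SHT&CK and 1.97 (standard error 0.361, adjusted p = 0.00811) in SHT&MHT, and had -0.33 in MHT&CK, which did not pass. Gene_8839, anthranilate phosphoribosyltransferase of tryptophan synthesis, was at 179.7 ± 25.6 CPM in CK, 119.6 ± 21.6 in MHT and 247 ± 82.7 in SHT, and its call in SHT&MHT was lost without MHT replicate 1 (0.95), MHT replicate 2 (0.99), SHT replicate 1 (0.95) or SHT replicate 3 (0.84). Both changes from CK had an adjusted p under 0.05 in 3 of the 172. The group counted 86 DEGs without MHT replicate 1, 322 without MHT replicate 3, 105 without SHT replicate 1 and 81 without SHT replicate 3.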

Cluster-3 included 166 DEGs that exhibited a different response to MHT and SHT compared to CK: they were down-regulated in MHT but were up-regulated in SHT, implying that these DEGs were sensitive to the severity of HS. However, Cluster-4 comprised 135 DEGs that featured an opposite response to MHT and SHT compared to CK, in terms of up-regulation in MHT yet down-regulation in SHT, which may be adaptive to the mild HS but not the severe HS.

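A mean above CK in MHT and below CK in SHT was found for 142 DEGs, with median log2 fold changes of 0.47 and -0.94. Gene_8567, a methyltransferase that uses S-adenosylmethionine, was at 31.8 ± 5.92 CPM in CK (mean ± SD, n = 3), 90.9 ± 26.4 in MHT and 14.7 ± 7.98 in SHT and rose in MHT&CK with a log2 fold change of 1.52 (standard error 0.335, adjusted p = 0.0112, edgeR's quasi-likelihood test). In SHT&CK its log2 fold change was -1.12 (standard error 0.348, adjusted p = 0.0238, edgeR's quasi-likelihood test), a call lost without CK replicate 1 (-1.01), CK replicate 3 (-1.07), SHT replicate 1 (-0.99) or SHT replicate 3 (-0.86). Laccase 6, Gene_26070, of the copper oxidases that act on phenols and lignin, was at 1145 ± 61.4 CPM in CK, 1387 ± 179.8 in MHT and 447 ± 183 in SHT and fell in SHT&MHT with a log2 fold change of -1.63 (standard error 0.277, adjusted p = 0.00525, edgeR's quasi-likelihood test). Both changes from CK had an adjusted p under 0.05 in 8 of the 142, and the group counted 79 DEGs without MHT replicate 1, 363 without MHT replicate 3 and 71 without SHT replicate 3. The paper proposes from this pattern that such DEGs are adaptive to the mild and not to the severe heat stress.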

**Fig. 5:**
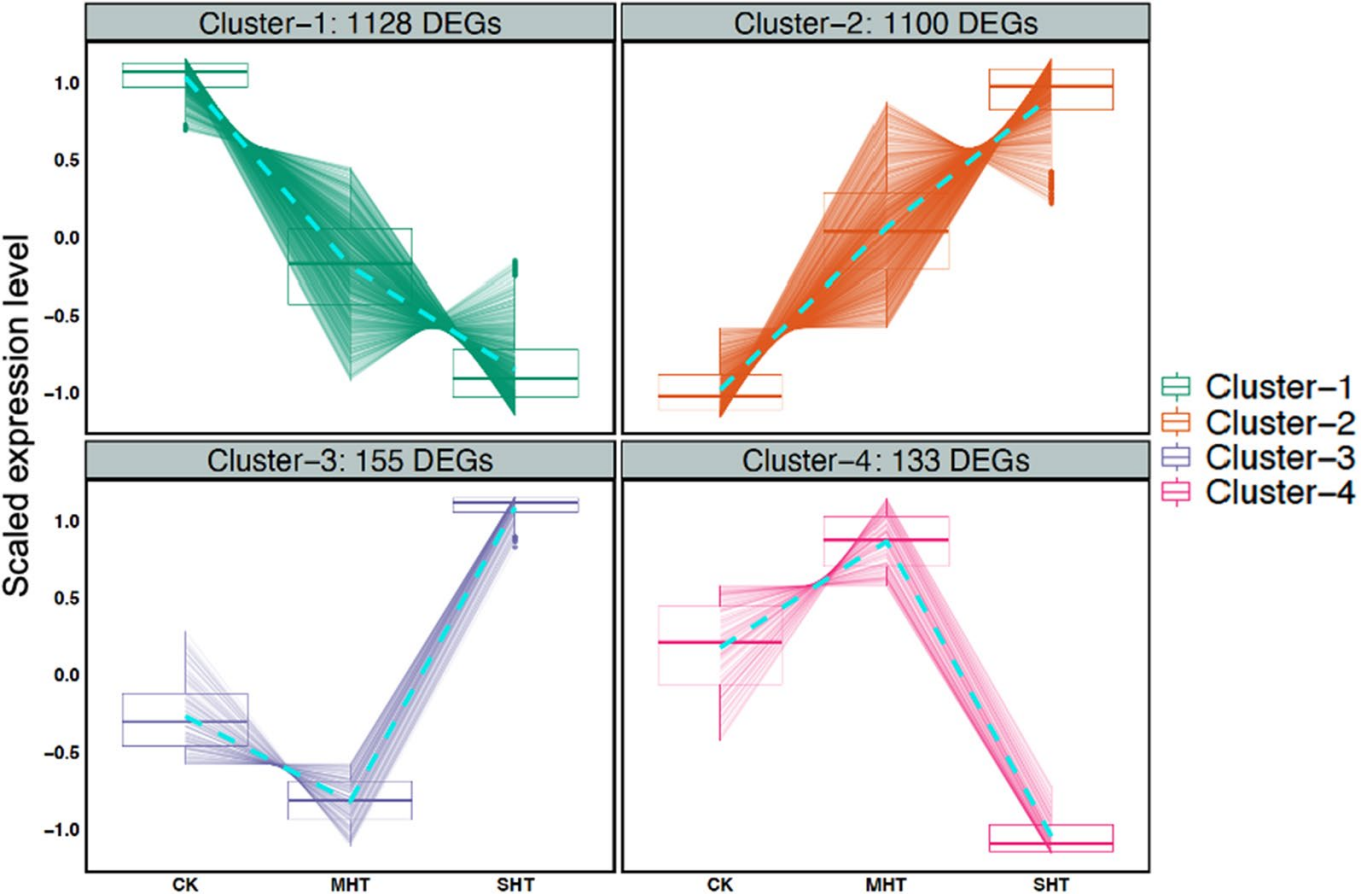
The expression patterns of the DEGs in four clusters across the three treatments. Box plots with distinguishable colors elucidate the distribution of the scaled expression levels of the DEG in CK, MHT, and SHT for each cluster. A dashed line connects the means of the scaled expression levels for each treatment to illustrate the trend of changes. The number of DEGs in each cluster is shown at the top of each plot

### Gene functional enrichment analysis

We performed gene functional enrichment analysis using the *S. cerevisiae* database as references*.* Out of 11,265 unigenes, 1748 were annotated successfully. Following the protocol of GSEA analysis, we analyzed the enrichment of GO and KEGG terms for each pair-wise comparison, and obtained six results of enrichment analyses in total. The GSEA results varied across the comparisons due to the different ranking of gene lists. We revealed 48, 113 and 105 enriched GO terms for MHT&CK, SHT&CK, and SHT&MHT, respectively. Figure 6 depicts the top 5 enriched GO terms (with the lowest adjusted *p*-values) for each comparison in three subontologies, in terms of biological process (BP), cellular component (CC), and molecular function (MF). The interactions between enriched GO terms were illustrated in Additional file 1: Fig. S3 as many pre-defined gene sets have similar contributing genes.

**Fig. 6:**
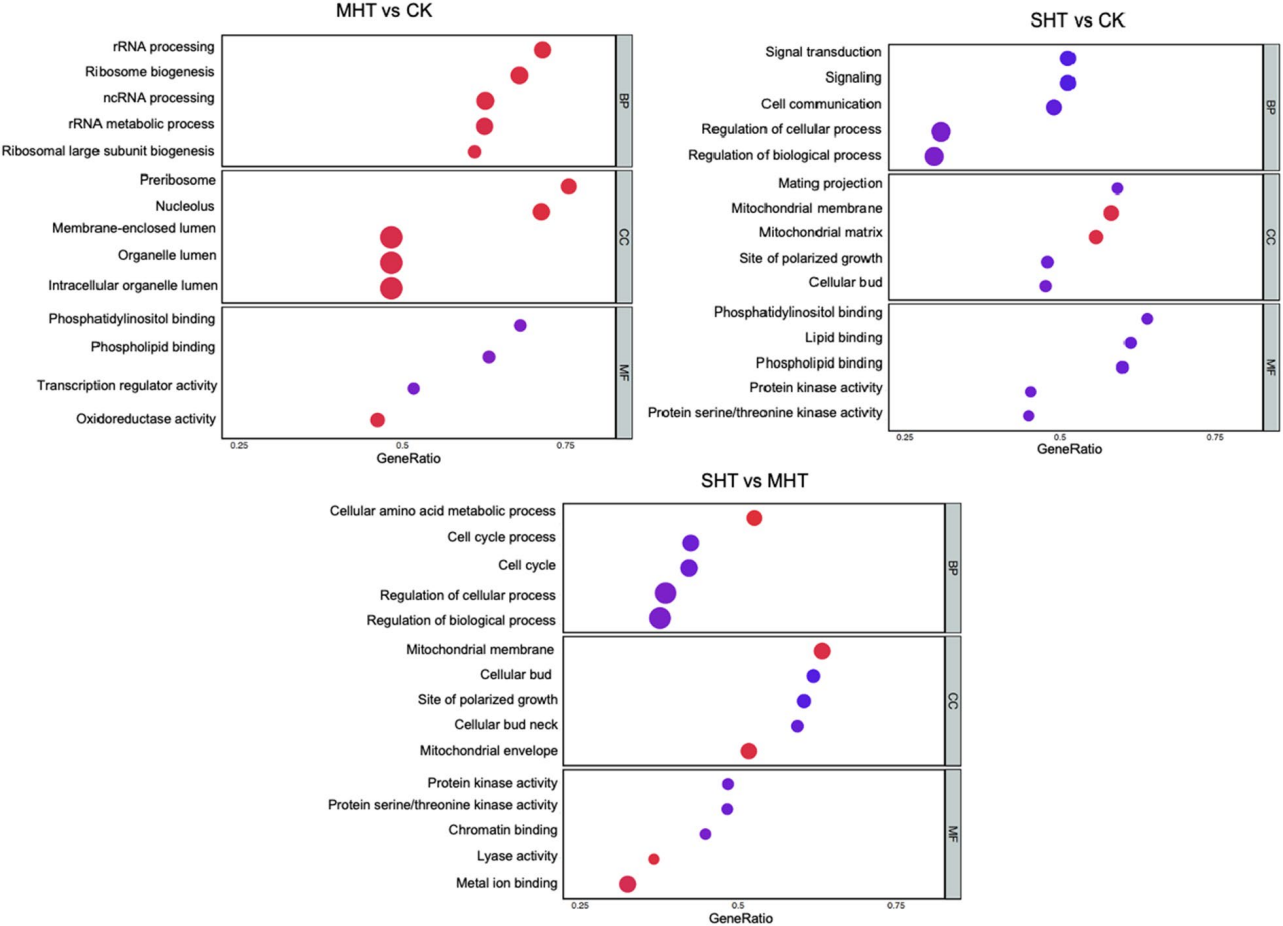
The enrichment of the top 5 GO terms in BP, CC, and MF subontologies for each comparison. The y-axis shows the enriched GO terms, and the x-axis represents the gene ratio of the number of contributing genes to the size of the pre-defined gene set for each GO term. The dot size reflects the number of contributing genes, and the dot color indicates the normalized enrichment score (NES) of each GO term

For the comparison of MHT&CK, the top 5 enriched GO terms in BP and CC subontologies had positive normalized enrichment score (NES) values, indicating up-regulation of the core enriched genes. Note, only four GO terms were enriched for MF subontology. Among them, only oxidoreductase activity had a positive NES, while the other three had negative NES values, implying down-regulations of corresponding genes. The average gene ratio of the top enriched GO terms was 0.65 for BP, 0.58 for CC, and 0.57 for MF.

The GSEA of SHT&CK revealed significant down-regulations of genes participating BPs such as signal transduction, cell communication, and regulation-related processes. In addition, the top 5 GO terms in the MF subontology possessed negative NES (Fig. 6). 

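A Ras guanine nucleotide exchange factor, Gene_3351, which switches Ras on, was at 20.4 ± 1.63 CPM in CK (mean ± SD, n = 3), 12.1 ± 4.17 in MHT and 8.41 ± 1.74 in SHT, and a G protein alpha subunit, Gene_11731, at 91.1 ± 9.29 CPM in CK, 56.7 ± 8.80 in MHT and 38.4 ± 4.63 in SHT. Both fell in SHT&CK, with log2 fold changes of -1.27 (standard error 0.275, adjusted p = 0.00374, edgeR's quasi-likelihood test) and -1.24 (standard error 0.184, adjusted p = 4.08e-04). The gene lists given here were matched by words in the descriptions. They are not the gene sets of the paper, whose GSEA was not rerun. Of 41 small GTPases and their regulators, 9 fell and 32 did not pass (9 when adjusted over the list alone), with adjusted p = 0.0384 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. The number that fell was 5 without CK replicate 3 or SHT replicate 2, and 5 with neighbouring unigenes of 1 description summed to 1 gene before the test. Without CK replicate 3 camera's adjusted p for Small GTPases and their regulators, SHT vs CK, was 0.0563. Of 93 protein kinases, 4 rose, 11 fell and 78 did not pass (4 higher and 11 lower when adjusted over the list alone), with adjusted p = 0.0264 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. Those that fell numbered 7 without SHT replicate 3, and those that rose 2 without CK replicate 2 or SHT replicate 3. No list called with the preset correlation was called with the estimated one, in this or in the other comparisons. With no fold minimum, 13 of the 41 were lower and 2 higher at an adjusted p under 0.05, and 28 of the 93 lower and 4 higher. Over all 13018 tested unigenes, 5225 had such an adjusted p. Limma's fry, which does not compare a list with the other unigenes, gave adjusted p = 0.0336 for the GTPases and 0.0101 for the kinases.

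**Figure D2:**
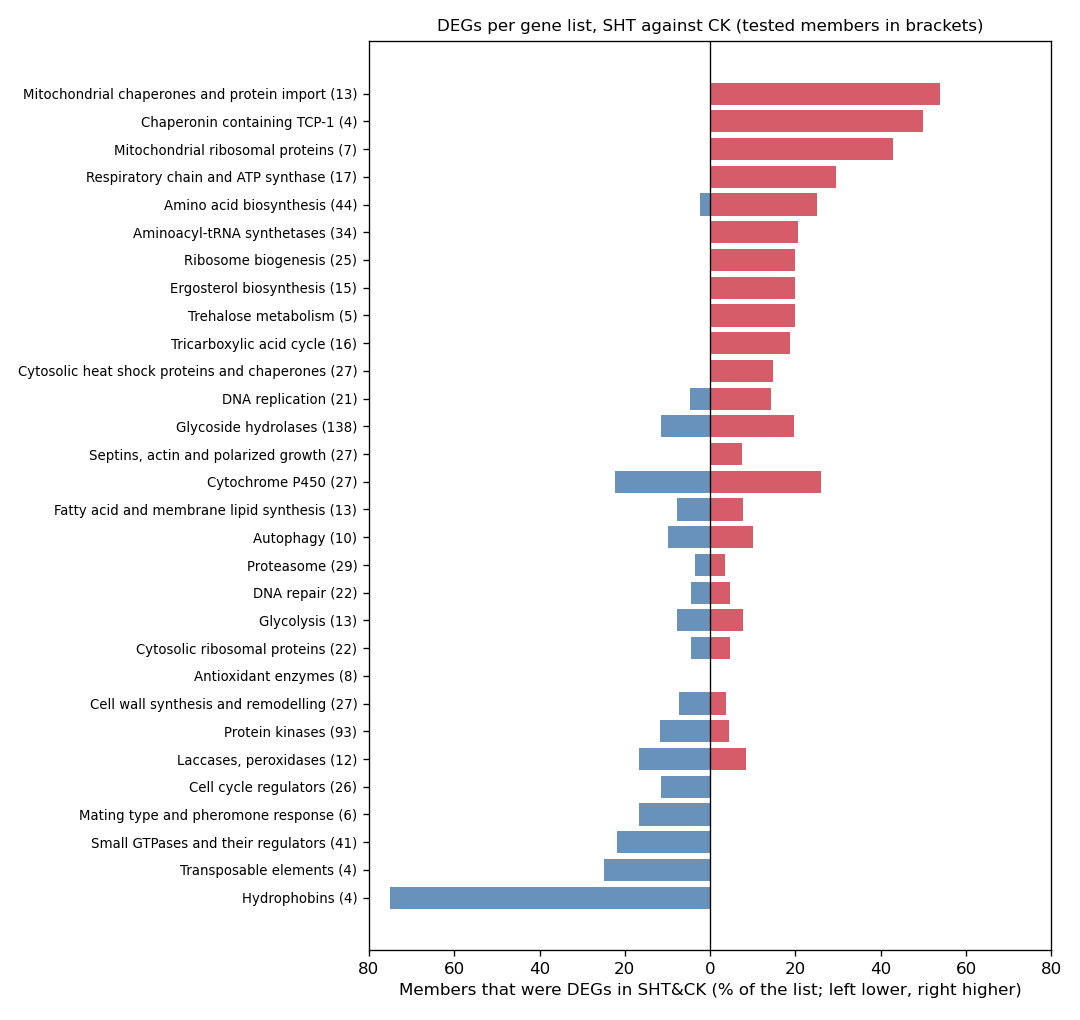
Share of the tested members of each gene list that were DEGs in SHT&CK, in percent of the list, with lower members to the left and higher members to the right and the number of members in brackets. Mitochondrial chaperones and protein import has 7 of 13 members to the right, and small GTPases and their regulators has 9 of 41 to the left.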

Within CC subontology, only gene sets related to the mitochondrial membrane and matrix had positive NES. 

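Gene_14350, Tim22 of the inner membrane translocase, was at 62.6 ± 2.71 CPM in CK (mean ± SD, n = 3), 148 ± 57.8 in MHT and 208 ± 25.3 in SHT, and Gene_18208, the Tim14 subunit of the import motor, at 11.2 ± 0.385 CPM in CK, 20.9 ± 8.33 in MHT and 35.5 ± 2.81 in SHT. Both rose in SHT&CK, with log2 fold changes of 1.73 (standard error 0.243, adjusted p = 3.02e-04, edgeR's quasi-likelihood test) and 1.67 (standard error 0.260, adjusted p = 5.85e-04). Gene_25209, an ATP synthase subunit, rose from 8.15 ± 1.85 to 18.2 ± 0.325 CPM. Of 13 genes of mitochondrial chaperones and protein import, 7 rose and 6 did not pass (7 when adjusted over the list alone), with adjusted p = 0.00226 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. One of those that rose, Gene_23695, is described only as a GroES-like protein, a fold that alcohol dehydrogenases also have, while the mitochondrial chaperonin HSP60 and its co-chaperonin HSP10 are not in the list by their descriptions. With no fold minimum, 10 of the 13 were higher and 1 lower at an adjusted p under 0.05. Of 17 genes of the respiratory chain and ATP synthase, 5 rose and 12 did not pass (5 when adjusted over the list alone), and the number that rose was 3 without SHT replicate 3, with adjusted p = 0.00831 for the list in limma's camera with a preset correlation, and adjusted p = 0.672 with an estimated correlation. Of 7 mitochondrial ribosomal proteins, 3 rose and 4 did not pass (3 when adjusted over the list alone), with adjusted p = 0.0250 for the list in limma's camera with a preset correlation, and adjusted p = 0.633 with an estimated correlation.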

The gene ratio of top 5 terms in each subontology was 0.42, 0.54, and 0.55 respectively.

The GSEA between the two HS treatments revealed a total of 106 enriched GO terms, with most of the top enriched terms in each subontology having negative NES. Similar to the findings of SHT&CK analysis, the SHT&MHT comparison also found up-regulation of genes contributing to the mitochondrial membrane gene set. 

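Between the 2 heat treatments, of 13 genes of mitochondrial chaperones and protein import, 1 rose and 12 did not pass (1 when adjusted over the list alone), with adjusted p = 0.0840 for the list in limma's camera with a preset correlation, and adjusted p = 0.815 with an estimated correlation. The 1 that rose was Gene_23695, described only as a GroES-like protein, a fold that alcohol dehydrogenases also have. Those that rose numbered 0 without MHT replicate 1, MHT replicate 2 or SHT replicate 3 and 2 without MHT replicate 3. Gene_14350 had a log2 fold change of 0.50 (standard error 0.234, adjusted p = 0.182, edgeR's quasi-likelihood test) in SHT&MHT and Gene_25209 one of 0.44 (standard error 0.216, adjusted p = 0.200), and neither passed. The list is not the mitochondrial membrane gene set of the paper, and counts of DEGs are not the rank test of its GSEA.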

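A pair of enzymes of amino acid synthesis rose between 32 °C and 36 °C. Gene_24786, 2-isopropylmalate synthase, the first enzyme of leucine synthesis, was at 51.9 ± 7.00 CPM in CK (mean ± SD, n = 3), 91.7 ± 29.9 in MHT and 185 ± 69.4 in SHT, and Gene_17070, ornithine carbamoyltransferase of arginine synthesis, at 4.19 ± 1.77 CPM in CK, 8.88 ± 2.63 in MHT and 19.2 ± 3.09 in SHT. Their log2 fold changes in SHT&MHT were 1.01 (standard error 0.290, adjusted p = 0.0465, edgeR's quasi-likelihood test) and 1.11 (standard error 0.296, adjusted p = 0.0351). Of 44 genes of amino acid biosynthesis, 4 rose and 40 did not pass (6 when adjusted over the list alone) in SHT&MHT, with adjusted p = 0.00246 for the list in limma's camera with a preset correlation, and adjusted p = 0.815 with an estimated correlation. The number that rose was 2 without CK replicate 1 or CK replicate 3, 0 without MHT replicate 1, MHT replicate 2 or SHT replicate 3, 1 without SHT replicate 1 and 8 without MHT replicate 3, and 1 with only the 2 groups fitted. The call of Gene_24786 was lost without CK replicate 1 (0.97), CK replicate 2 (1.01), CK replicate 3 (1.01), MHT replicate 1 (0.91), MHT replicate 2 (0.86), SHT replicate 1 (0.95) or SHT replicate 3 (0.74), and that of Gene_17070 without CK replicate 3 (1.11), MHT replicate 1 (1.04), MHT replicate 2 (0.96), SHT replicate 1 (1.20) or SHT replicate 3 (0.97).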

Besides, genes associated with cellular amino acid metabolic process, mitochondrial envelope, lyase activity and metal ion binding were up-regulated. The gene ratios of the top 5 enriched GO terms were relatively lower in the SHT&MHT comparison than the other two comparisons, with an average of 0.43, 0.59, and 0.42 in the BP, CC, and MF subontologies respectively.

To further investigate the interactions between the enriched GO terms in the three comparisons, we analyzed the overlaps and unique terms among the GSEA results (Fig. 7). A total of 53 GO terms were common to both the SHT&CK and SHT&MHT comparisons, while 25 enriched GO terms were shared between the MHT&CK and SHT&CK comparisons. The MHT&CK and SHT&MHT comparisons had only 2 enriched GO terms in common. In addition, the number of unique enriched GO terms in the GSEA results of MHT&CK, SHT&CK, and SHT&MHT was 12, 26, and 41 respectively. Additionally, all three GSEA results identified 9 common enriched GO terms of which 8 GO terms belonged to the BP subontology and included cell communication, cellular amino acid metabolic process, intracellular signal transduction, regulation of cellular process, signal transduction, signaling, small molecule biosynthetic process, and small molecule metabolic process (Table 2). Note that the GO terms for these two identical GO terms (GO: 0007165 and GO: 0023052) were merged for subsequent interpretation. The only GO term in the CC subontology that was enriched in all three comparisons was mitochondrial matrix.

**Fig. 7:**
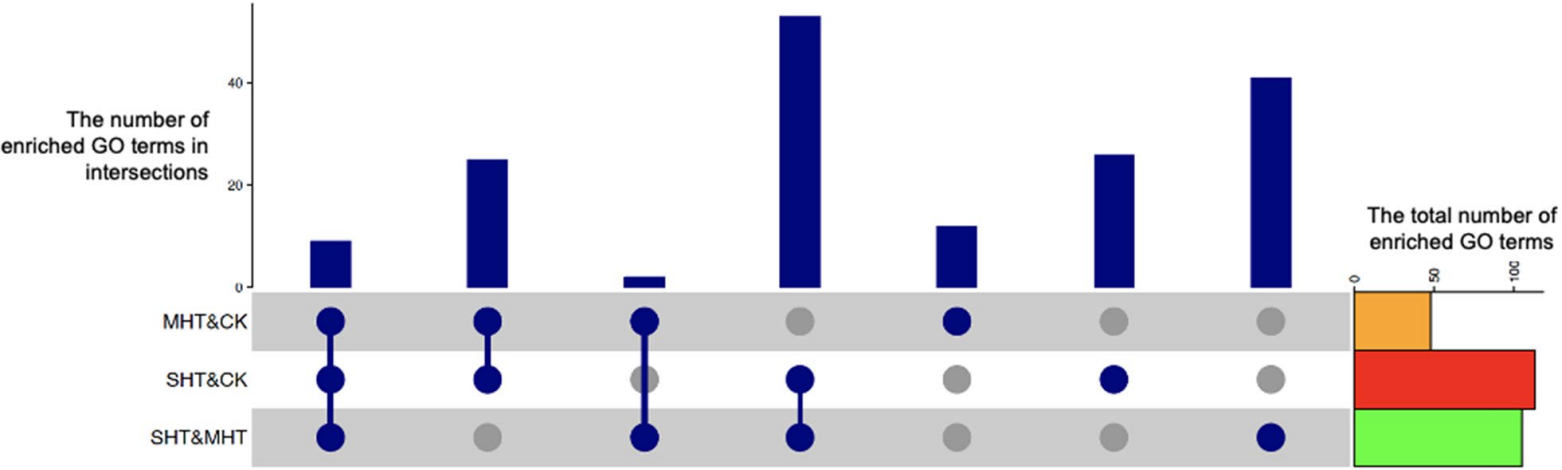
Upset plots of the interactions between GSEA results of three comparisons: MHT&CK, SHT&CK, and SHT&MHT. The bar graph at the top shows the number of GO terms in each intersection at the bottom. The connected blue dots in a column represent a specific intersection between the three comparisons. A single blue dot indicates the enriched GO terms that were only found in the corresponding comparison. The bar graph on the right shows the size of the entire set of enriched GO terms revealed in each comparison

**Table 2:** Enriched GO terms shared by three comparisons

Subontology	Description	Gene set size	No. of contributing genes			NES^*^		
			MHT&CK	SHT&CK	SHT&MHT	MHT&CK	SHT&CK	SHT&MHT
BP	Cell communication	98	39	48	36	− 1.65	− 2.36	− 2.05
BP	Cellular amino acid metabolic process	78	31	36	41	1.60	1.97	2.22
BP	Intracellular signal transduction	72	28	37	29	− 1.63	− 2.50	− 2.17
BP	Regulation of cellular process	270	81	84	105	− 1.30	− 1.97	− 1.88
BP	Signal transduction	82	33	42	32	− 1.72	− 2.53	− 2.18
BP	Signaling	82	33	42	32	− 1.72	− 2.53	− 2.18
BP	Small molecule biosynthetic process	93	36	49	43	1.62	1.84	1.87
BP	Small molecule metabolic process	175	58	79	88	1.46	1.78	1.88
CC	Mitochondrial matrix	61	25	34	26	1.60	1.87	1.85

*NES normalized enrichment score

The number of genes contributing to the same gene set of the 9 enriched GO terms varied vastly in three comparisons (Table 2). The SHT&CK comparison showed the largest number of contributing genes in 7 of 9 gene sets. In the remaining two gene sets, cellular amino acid metabolic process and regulation of cellular process, the SHT&MHT comparison possessed the largest size of contributing genes, covering 53% and 39% correspondingly. The MHT&CK analysis contained the fewest contributing genes in 6 of 9 gene sets. The NES suggested consistent trends in gene expression alterations within the 9 gene sets. Positive NES indicated up-regulations of genes associated with GO terms such as small molecule biosynthetic process, cellular amino acid metabolic process, and mitochondrial matrix. However, gene sets such as intracellular signal transduction, signal transduction, signaling, regulation of cellular process, and cell communication implied that their contributing genes were down-regulated.

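Gene_21556, the E1 component of 2-oxoglutarate dehydrogenase, was at 29.0 ± 2.35 CPM in CK (mean ± SD, n = 3), 31.8 ± 3.98 in MHT and 74.0 ± 24.3 in SHT and rose in SHT&CK with a log2 fold change of 1.35 (standard error 0.243, adjusted p = 0.00131, edgeR's quasi-likelihood test). In SHT&CK, of 44 genes of amino acid biosynthesis, 11 rose, 1 fell and 32 did not pass (11 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.00226 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. The number that rose was 7 without CK replicate 1, and the number that fell 0 without CK replicate 1, CK replicate 2 or SHT replicate 2 and 2 without CK replicate 3. In MHT&CK, of 44 genes of amino acid biosynthesis, 2 rose, 1 fell and 41 did not pass (1 higher and 0 lower when adjusted over the list alone). There the number that rose was 1 without CK replicate 3, MHT replicate 3, SHT replicate 1, SHT replicate 2 or SHT replicate 3, and the number that fell 0 without CK replicate 1, CK replicate 2, MHT replicate 1 or MHT replicate 2. With edgeR fitted to only the 2 groups compared, 1 rose and 0 fell in MHT&CK, and 0 fell in SHT&CK. Of 16 genes of the tricarboxylic acid cycle, 3 rose and 13 did not pass (3 when adjusted over the list alone) in SHT&CK, with adjusted p = 0.217 for the list in limma's camera with a preset correlation, and adjusted p = 0.797 with an estimated correlation.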

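Gene_785, an exchange factor for Arf GTPases, which direct vesicle traffic from the Golgi, fell in SHT&CK from 22.4 ± 4.24 CPM in CK (mean ± SD, n = 3) to 8.60 ± 0.808 in SHT, a log2 fold change of -1.38 (standard error 0.351, adjusted p = 0.00874, edgeR's quasi-likelihood test). It was at 11.0 ± 5.67 CPM in MHT, a log2 fold change of -1.02 (standard error 0.344, adjusted p = 0.0643, edgeR's quasi-likelihood test) that did not pass. In MHT&CK, of 93 protein kinases, 2 rose, 3 fell and 88 did not pass (2 higher and 3 lower when adjusted over the list alone), with adjusted p = 0.188 for the list in limma's camera with a preset correlation, and adjusted p = 0.733 with an estimated correlation. The number that fell was 0 without CK replicate 1 or CK replicate 3 and 1 without MHT replicate 3, and the number that rose was 1 without CK replicate 2, CK replicate 3, MHT replicate 2 or MHT replicate 3. In SHT&MHT, of 93 protein kinases, 2 fell and 91 did not pass (1 when adjusted over the list alone), and the number that fell was 1 without MHT replicate 1, MHT replicate 2 or SHT replicate 3 and 7 without MHT replicate 3, and 1 with neighbouring unigenes of 1 description summed.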

The number of enriched pathways in three comparisons was rather scarce compared to the number of enriched GO terms (Fig. 8). The biosynthesis of secondary metabolites pathway was enriched in all three comparisons with positive NES. It was also the only enriched pathway found in the MHT&CK analysis. The SHT&MHT analysis revealed 6 enriched KEGG pathways, including all 5 pathways enriched in the SHT&CK and one unique pathway: carbon metabolism. 

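Gene_8152, a G2/mitotic-specific cyclin, one of the proteins that drive entry into mitosis, fell in SHT&CK from 30.0 ± 5.45 CPM in CK (mean ± SD, n = 3) to 14.5 ± 1.35 in SHT, with 28.0 ± 1.27 in MHT. The log2 fold change was -1.04 (standard error 0.195, adjusted p = 0.00163, edgeR's quasi-likelihood test), and the call was lost without CK replicate 3 (-0.88). Gene_3585, a kinase of spindle pole body duplication, fell in SHT&MHT with a log2 fold change of -1.03, a call that was lost without MHT replicate 1 (-0.94), MHT replicate 2 (-0.94) or SHT replicate 3 (-1.03). In SHT&CK, of 26 cell cycle regulators, 3 fell and 23 did not pass (3 when adjusted over the list alone), with adjusted p = 0.278 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. In SHT&MHT, of 26 cell cycle regulators, 3 fell and 23 did not pass (3 when adjusted over the list alone), with adjusted p = 0.0840 for the list in limma's camera with a preset correlation, and adjusted p = 0.815 with an estimated correlation, and the number that fell was 1 without MHT replicate 1, MHT replicate 2 or SHT replicate 3. With no fold minimum, 7 of the 26 were lower and 2 higher at an adjusted p under 0.05 in SHT&CK, and 7 lower and 0 higher in SHT&MHT. Limma's fry, which does not compare the list with the other unigenes, gave adjusted p = 0.0101 in SHT&CK and 0.0112 in SHT&MHT.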

The cell cycle pathway showed negative NES in both the SHT&CK and SHT&MHT analyses.

**Fig. 8:**
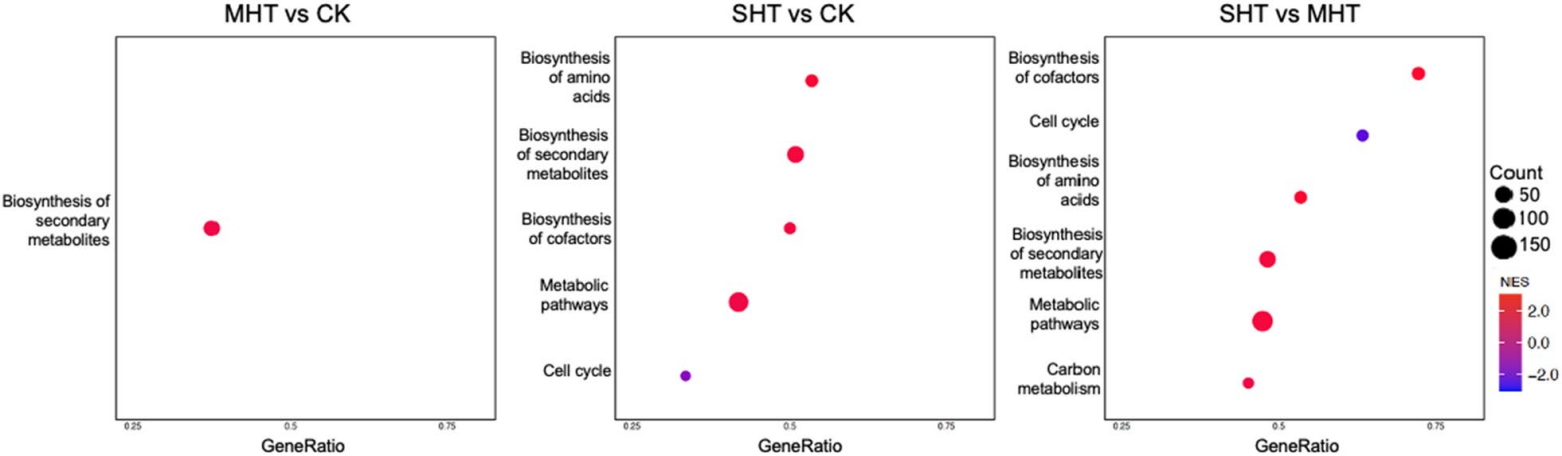
Dot plots showing the enriched pathways discovered in the GSEA results of the MHT&CK, SHT&CK, and SHT&MHT comparisons respectively. The y-axis shows the enriched KEGG pathways, and the x-axis represents the gene ratio of the number of contributing genes to the size of the pre-defined gene set for each KEGG pathway. The dot size reflects the number of contributing genes, and the dot color indicates the normalized enrichment score (NES) of each KEGG pathway

Gene ratios of overlapping enriched pathways varied in each analysis, indicating different numbers of contributing genes detected between comparisons due to alterations in expression levels. For the biosynthesis of secondary metabolites pathway, the SHT&CK comparison had a slightly higher gene ratio of 0.51 than the other two comparisons. The SHT&MHT analysis revealed the highest overall gene ratio of 0.72 among all enriched pathways, including 26 contributing genes for biosynthesis of cofactors. The cell cycle pathway in the SHT&MHT analysis had the second-highest gene ratio of 0.63, almost twice that of the SHT&CK analysis for the same pathway. Similar numbers of contributing genes were identified for biosynthesis of amino acids and metabolic pathways in both SHT&CK and SHT&MHT analyses. The carbon metabolism pathway, only enriched in the SHT&MHT comparison, had 14 contributing genes covering 45% of the gene set.

### DEGs involved in the enriched GO terms/KEGG pathways

We identified the DEGs involved in the enriched GO terms/KEGG pathways, and categorized them to screen for the key genes potentially responsible for HS response. A combined analysis detected common contributing DEGs for each overlapping GO term shared by the three comparisons. In total, 73 DEGs that were categorized in supplementary tables (Additional file 1: Tables S3–S10). 

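The tables give 72 distinct unigenes by ID, all of which were tested. In SHT&CK 39 of them rose, 32 fell and 1 did not pass. In MHT&CK 6 rose, 1 fell and 65 did not pass, and in SHT&MHT 2 rose, 4 fell and 66 did not pass. Those that rose in SHT&MHT numbered 1 without MHT replicate 1, MHT replicate 2 or SHT replicate 3 and 12 without MHT replicate 3, and the number that fell 1 without MHT replicate 1, 2 without MHT replicate 2 or SHT replicate 1, 0 without SHT replicate 3 and 11 without MHT replicate 3. Adjusted over the list alone, 6 rose and 3 fell in MHT&CK and 39 rose and 32 fell in SHT&CK, and since the study chose these genes on the same libraries their counts are not independent evidence of a direction. Gene_3689, a thiazole synthase of thiamine synthesis, was at 32.5 ± 8.63 CPM in CK (mean ± SD, n = 3), 98.9 ± 53.6 in MHT and 188 ± 29.1 in SHT and rose in SHT&CK with a log2 fold change of 2.54 (standard error 0.408, adjusted p = 9.09e-04, edgeR's quasi-likelihood test). The number that rose in MHT&CK was 3 without CK replicate 1, 2 without CK replicate 3, 1 without MHT replicate 3, 10 without CK replicate 2 and 11 without MHT replicate 1, and the number that fell 2 without MHT replicate 1 and 3 without MHT replicate 2. In this comparison 2 fell with DESeq2.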

The regulation of cellular process had the greatest number of 34 shared contributing DEGs, while the mitochondrial matrix GO term had the fewest with 12.

The number of shared contributing genes was nearly proportional to the size of gene sets. Overlaps of DEGs were noticed in the 9 enriched GO terms (Fig. 9), and were divided into two groups by gene expression patterns. 

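A component of the RAM network, which controls cell polarity and morphogenesis in yeast, is given as 3 neighbouring unigenes. Gene_4897, the most abundant of these, was at 353 ± 16.5 CPM in CK (mean ± SD, n = 3), 220.4 ± 60.8 in MHT and 133 ± 22.6 in SHT, a log2 fold change of -1.41 (standard error 0.223, adjusted p = 6.14e-04, edgeR's quasi-likelihood test) in SHT&CK, and Gene_4896 and Gene_4898 had -1.21 and -1.68. Gene_25710, a kinase of salt tolerance, fell from 696 ± 80.9 CPM in CK to 278 ± 19.4 in SHT and its neighbour Gene_25709 from 292 ± 31.1 to 137 ± 13.6. The osmosensing phosphorelay unigenes Gene_1194 and Gene_1195 fell with log2 fold changes of -1.24 and -1.30. The tables hold 32 unigenes that the paper places in Cluster-1, and all 32 also had lower means of log2 CPM in MHT and in SHT than in CK here. For Gene_7304, one of these, the log2 fold change in MHT&CK was 0.00, with means of 105 ± 4.16 CPM in CK and 105 ± 10.6 in MHT.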

A group of 33 Cluster-1 DEGs contributed to regulation of cellular process, cell communication, signal transduction, signaling, and intracellular signal transduction. 

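Gene_4600, an aspartate-tRNA ligase, was at 10.5 ± 2.44 CPM in CK (mean ± SD, n = 3), 17.9 ± 6.46 in MHT and 30.9 ± 4.93 in SHT, and its log2 fold change was 1.54 (standard error 0.277, adjusted p = 0.00131, edgeR's quasi-likelihood test) in SHT&CK. Gene_331, which the paper lists as a methylthioadenosine phosphorylase of the methionine salvage pathway and the deposited description calls a cellulase, rose from 11.0 ± 2.34 CPM in CK to 43.9 ± 5.71 in SHT, log2 fold changes of 1.98 in SHT&CK and 1.10 in SHT&MHT. Gene_3738, methylthioribulose-1-phosphate dehydratase of the same salvage pathway, rose from 8.80 ± 0.823 to 20.7 ± 5.78 CPM, a call that was lost without SHT replicate 3 (0.98). All 40 unigenes that these tables place in Cluster-2 had higher means in MHT and in SHT than in CK.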

The other group was consisted of 40 Cluster-2 DEGs contributing to the rest 4 enriched GO terms. The regulation of cellular process and small molecule metabolic process were the most inclusive, containing all the contributing DEGs of 3 and 2 GO terms in each group. 

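All 12 unigenes that the paper lists under the mitochondrial matrix rose in SHT&CK (12 when adjusted over the list alone, which is not independent evidence, as the study chose the list on these libraries). Gene_23494, a protein of the large mitochondrial ribosomal subunit, was at 24.2 ± 4.41 CPM in CK (mean ± SD, n = 3), 44.9 ± 19.1 in MHT and 59.7 ± 11.7 in SHT, a log2 fold change of 1.30 (standard error 0.280, adjusted p = 0.00359, edgeR's quasi-likelihood test). Gene_7687, the mitochondrial intermediate peptidase that trims imported proteins, rose from 11.1 ± 1.57 to 31.1 ± 13.0 CPM, and Gene_22018, of the small mitochondrial ribosomal subunit, from 179.9 ± 24.3 to 462 ± 57.5. Gene_7345, listed as cytochrome-c peroxidase, was at 8.73 ± 7.47 CPM in CK, 54.3 ± 30.3 in MHT and 116 ± 53.9 in SHT, and its log2 fold changes of 2.59 in MHT&CK and 3.69 in SHT&CK became 3.54 and 4.64 without CK replicate 2. In MHT&CK 1 of the 12, Gene_7345, rose, and that call was lost without CK replicate 3 (2.37) or MHT replicate 3 (2.02). The number that rose in MHT&CK was 0 without CK replicate 3 or MHT replicate 3, 3 without CK replicate 2, 4 without MHT replicate 1 and 5 without MHT replicate 2.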

The mitochondrial matrix contributing DEGs were relatively independent, with only two overlapping DEGs with small molecule metabolic process. We found two DEGs with ambiguous classification but the same annotated function (Gene_20200 and Gene_20204) with an ortholog protein product of phosphatidylinositol-4-kinase (Additional file 1: Tables S3–S5, S9). However, gene_20200 was categorized into Cluster-1while gene_20204 was in Cluster-2 based on their expression patterns.

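Phosphatidylinositol-4-kinase makes the lipid PI4P of the plasma membrane and Golgi. Gene_20200 was at 9.95 ± 1.81 CPM in CK (mean ± SD, n = 3), 4.90 ± 1.95 in MHT and 4.36 ± 2.33 in SHT and Gene_20204 at 8.24 ± 1.01 CPM in CK, 9.52 ± 2.56 in MHT and 20.5 ± 1.09 in SHT. Gene_20200 fell in SHT&CK with a log2 fold change of -1.17 (standard error 0.394, adjusted p = 0.0320, edgeR's quasi-likelihood test), and Gene_20204 rose with 1.31 (standard error 0.242, adjusted p = 0.00155). In MHT&CK neither passed, with log2 fold changes of -1.02 and 0.20. The call of Gene_20200 was lost without CK replicate 2 (-1.13), CK replicate 3 (-1.07), SHT replicate 2 (-0.86) or SHT replicate 3 (-1.15), and with the replicate number as a block (-1.20). Gene_20204 also rose in SHT&MHT, a call lost without MHT replicate 1 (1.17), MHT replicate 2 (0.91) or SHT replicate 3 (1.06).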

**Fig. 9:**
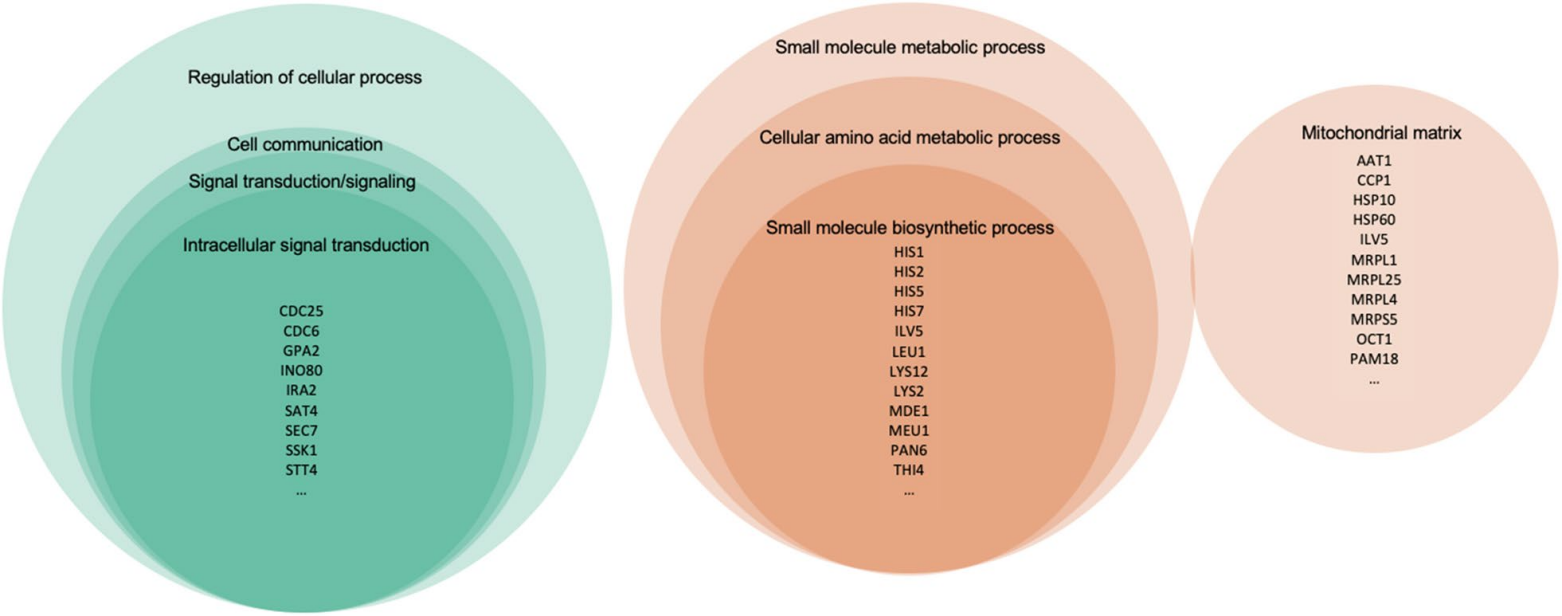
Diagrams of the overlapping DEGs contributing to the 9 enriched GO terms shared by the MHT&CK, SHT&CK, and SHT&MHT comparisons and their intersections. Color represents gene clustering based on the expression patterns: green for Cluster-1 and orange for Cluster-2. The size of intersection areas between circles is proportional to the number of overlapping DEGs. Core genes are listed for the three GO terms with the fewest overlapping contributing DEGs

For the overlapping enriched pathway of biosynthesis of secondary metabolites, 31 DEGs were identified in three comparisons in common, including 25 distinct gene functions as multiple DEGs had the same annotated functions (Table 3). 

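Of the 31 unigenes, 25 rose and 6 did not pass in SHT&CK, and 11 rose and 20 did not pass in MHT&CK. Adjusted over the list alone 27 and 13 rose, which is not independent evidence, as the study chose the list on these libraries. Gene_1367, an isocitrate dehydrogenase, was at 36.4 ± 7.30 CPM in CK (mean ± SD, n = 3), 94.4 ± 28.9 in MHT and 83.2 ± 11.8 in SHT, with log2 fold changes of 1.37 (standard error 0.237, adjusted p = 0.00297, edgeR's quasi-likelihood test) in MHT&CK and 1.19 (standard error 0.236, adjusted p = 0.00229) in SHT&CK. Gene_443, listed as aconitase, rose from 78.2 ± 9.32 to 173 ± 17.4 CPM. The number that rose in MHT&CK was 7 without CK replicate 1 or CK replicate 3 and 6 without MHT replicate 3.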

Among the shared DEGs, 14 were involved in the biosynthesis of aspartate, glutamate, histidine, lysine, and leucine. 

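Gene_4773, imidazole glycerol phosphate synthase of histidine synthesis, was at 70.4 ± 13.0 CPM in CK (mean ± SD, n = 3), 182 ± 49.4 in MHT and 282 ± 59.7 in SHT, with log2 fold changes of 1.37 (standard error 0.235, adjusted p = 0.00287, edgeR's quasi-likelihood test) in MHT&CK and 2.00 (standard error 0.239, adjusted p = 1.22e-04) in SHT&CK. Gene_8809, ATP phosphoribosyltransferase, the first enzyme of the same pathway, rose from 38.8 ± 7.96 CPM in CK to 109.8 ± 20.3 in SHT, and Gene_8226, histidinol-phosphate aminotransferase, from 90.5 ± 9.47 to 243 ± 21.9. Gene_915, homoisocitrate dehydrogenase of lysine synthesis, rose from 12.0 ± 3.59 to 41.2 ± 11.5 CPM. For glutamate, the synthase unigenes Gene_4847 and Gene_4848 rose with log2 fold changes of 2.07 and 1.34 in SHT&CK. Gene_1046, a subunit of isopropylmalate isomerase of leucine synthesis, was at 139.9 ± 60.8 CPM in CK, 233 ± 97.1 in MHT and 449 ± 165 in SHT. The call of Gene_4847 in MHT&CK (1.07) was lost without CK replicate 1 (0.95), CK replicate 3 (1.03) or MHT replicate 3 (0.94).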

Altogether 8 DEGs participated in the ergosterol biosynthesis. 

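Gene_4707, isopentenyl diphosphate isomerase of the mevalonate pathway, was at 89.7 ± 13.9 CPM in CK (mean ± SD, n = 3), 357 ± 134 in MHT and 356 ± 51.8 in SHT, and its log2 fold changes were 1.99 in MHT&CK and 1.99 in SHT&CK (adjusted p = 6.43e-04 and 2.02e-04, edgeR's quasi-likelihood test). HMG-CoA reductase, the rate-limiting enzyme of that pathway, is given as 4 neighbouring unigenes. Gene_8173 was at 37.8 ± 4.92 CPM in CK, 100.1 ± 16.3 in MHT and 114 ± 29.0 in SHT, and Gene_8174 at 199.8 ± 34.1 CPM in CK, 503 ± 135 in MHT and 504 ± 207 in SHT, and both rose in MHT&CK and SHT&CK. Gene_8175 and Gene_8176 had log2 fold changes of 1.27 and 1.44 in MHT&CK and 1.21 and 1.22 in SHT&CK that did not pass. Without SHT replicate 2 these were 1.27, 1.45, 1.58 and 1.63 and passed, as they did with DESeq2 on all libraries. Gene_17310, the C-5 sterol desaturase Erg3, was at 145 ± 18.1 CPM in CK, 323 ± 26.3 in MHT and 228 ± 32.2 in SHT and rose in MHT&CK with a log2 fold change of 1.16 (standard error 0.177, adjusted p = 0.00168, edgeR's quasi-likelihood test). Gene_3555, the C-3 sterol dehydrogenase Erg26, and Gene_22349, the sterol methyltransferase Erg6, rose in MHT&CK with 1.18 and 1.06. In SHT&CK Gene_17310, Gene_3555 and Gene_22349 had 0.65, 0.72 and 0.67, below the fold minimum of a DEG. Their adjusted p there was 0.0115, 0.0181 and 0.0386 (edgeR's quasi-likelihood test). The calls in MHT&CK were lost without MHT replicate 3 (0.95) for Gene_3555 and without CK replicate 1 (1.03), CK replicate 3 (1.05) or MHT replicate 3 (0.71) for Gene_22349, and that of Gene_8174 without CK replicate 1 (1.27) or CK replicate 3 (1.29).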

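Adenylate kinase keeps AMP, ADP and ATP in balance. Gene_5003 was at 101 ± 25.6 CPM in CK (mean ± SD, n = 3), 177 ± 72.8 in MHT and 237 ± 45.0 in SHT and rose in SHT&CK with a log2 fold change of 1.22 (standard error 0.281, adjusted p = 0.00510, edgeR's quasi-likelihood test). Gene_5002, next to it in ID number, rose from 85.0 ± 26.7 CPM in CK to 176 ± 31.6 in SHT with 1.05, a call that was lost without CK replicate 1 (0.94), CK replicate 3 (0.90) or SHT replicate 3 (0.88). In MHT&CK the log2 fold changes were 0.80 and 0.68 and did not pass.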

Gene_5002 and Gene_5003 shared the same ortholog protein product of adenylate kinase and were responsible for purine metabolism and ATP homeostasis maintenance. 

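Gene_7715, 2-dehydropantoate 2-reductase, was at 54.3 ± 4.89 CPM in CK (mean ± SD, n = 3), 98.1 ± 4.24 in MHT and 122 ± 18.5 in SHT, and Gene_26510, pantoate-beta-alanine ligase, the enzyme that joins pantoate to beta-alanine, at 36.6 ± 2.32 CPM in CK, 58.4 ± 17.8 in MHT and 102 ± 20.5 in SHT. Both rose in SHT&CK, with log2 fold changes of 1.17 (standard error 0.169, adjusted p = 3.68e-04, edgeR's quasi-likelihood test) and 1.48 (standard error 0.232, adjusted p = 5.93e-04). In the same comparison Gene_843, listed as heme A synthase, rose from 20.4 ± 5.08 to 43.9 ± 0.792 CPM and Gene_17492, listed as a subunit of glycine decarboxylase, from 163 ± 17.2 to 340.0 ± 52.4. The call of Gene_843 was lost without CK replicate 1 (0.92) and that of Gene_17492 without CK replicate 1 (0.97) or SHT replicate 3 (0.92).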

Two other DEGs encoded two critical enzymes in the pantothenate biosynthesis pathway, a precursor of coenzyme A. Gene_843 played crucial role in Heme A biosynthesis, while Gene_17492 encoded a key subunit of the glycine cleavage complex involved in tetrahydrofolate biosynthesis and salvage of. The remaining three DEGs had referenced functions in carbon source utilization and energy production, impacting on cell growth and division. All shared DEGs in Table 3 belonged to Cluster-2, showing overexpression under MHT and SHT conditions.

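All 31 unigenes had higher means in MHT and in SHT than in CK, with log2 fold changes of 0.49 to 1.99 in MHT&CK and 0.65 to 2.07 in SHT&CK. The median was 0.85 in MHT&CK and 1.22 in SHT&CK. Gene_6034, listed as phosphofructokinase, which commits sugar to glycolysis, rose from 28.9 ± 11.1 CPM in CK (mean ± SD, n = 3) to 70.4 ± 4.50 in SHT, with a log2 fold change of 1.28 (standard error 0.249, adjusted p = 0.00210, edgeR's quasi-likelihood test). Gene_23670, UDP-glucose 4-epimerase of galactose metabolism, was at 38.4 ± 8.72 CPM in CK, 84.0 ± 31.1 in MHT and 65.2 ± 3.31 in SHT and rose in MHT&CK, a call lost without CK replicate 2 (0.96) or MHT replicate 3 (0.79). The log2 fold change in SHT&MHT was above 0 for 23 of the 31 and below 0 for 8.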

**Table 3:** Summary table of 31 shared DEGs that contribute to the enriched KEGG pathway detected in all three comparisons

Enriched KEGG pathway	Gene ID	Description	Expression patterns
Biosynthesis of secondary metabolites KEGG ID:01110	Gene_4597	Cytosolic aspartate aminotransferase	Cluster-2
	Gene_443	Aconitase	Cluster-2
	Gene_5002	Adenylate kinase	Cluster-2
	Gene_5003	Adenylate kinase	Cluster-2
	Gene_843	Heme A synthase	Cluster-2
	Gene_3555	C-3 sterol dehydrogenase	Cluster-2
	Gene_17310	C-5 sterol desaturase	Cluster-2
	Gene_22349	Delta(24)-sterol C-methyltransferase	Cluster-2
	Gene_23670	UDP-glucose-4-epimerase/mutarotase	Cluster-2
	Gene_17492	T subunit of the mitochondrial glycine decarboxylase complex	Cluster-2
	Gene_4847	NAD(+)-dependent glutamate synthase	Cluster-2
	Gene_4848	NAD(+)-dependent glutamate synthase	Cluster-2
	Gene_8809	ATP phosphoribosyltransferase	Cluster-2
	Gene_14686	Histidinolphosphatase	Cluster-2
	Gene_8226	Histidinol-phosphate aminotransferase	Cluster-2
	Gene_4773	Imidazole glycerol phosphate synthase	Cluster-2
	Gene_8175	HMG-CoA reductase	Cluster-2
	Gene_8176	HMG-CoA reductase	Cluster-2
	Gene_8173	HMG-CoA reductase	Cluster-2
	Gene_8174	HMG-CoA reductase	Cluster-2
	Gene_1367	Subunit of mitochondrial NAD(+)-dependent isocitrate dehydrogenase	Cluster-2
	Gene_1404	Subunit of mitochondrial NAD(+)-dependent isocitrate dehydrogenase	Cluster-2
	Gene_4707	Isopentenyl diphosphate	Cluster-2
	Gene_17859	Acetohydroxyacid reductoisomerase	Cluster-2
	Gene_1046	Isopropylmalate isomerase	Cluster-2
	Gene_1047	Isopropylmalate isomerase	Cluster-2
	Gene_915	Homo-isocitrate dehydrogenase	Cluster-2
	Gene_8162	Alpha aminoadipate reductase	Cluster-2
	Gene_7715	2-dehydropantoate 2-reductase	Cluster-2
	Gene_26510	Pantoate-beta-alanine ligase	Cluster-2
	Gene_6034	Alpha subunit of heterooctameric phosphofructokinase	Cluster-2

## Discussion

Both MHT and SHT significantly altered gene expression in *P. tuoliensis* mycelial cells. Compared to the control group, SHT induced 2371 DEGs, over twice the number of DEGs induced by MHT. 

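Among the genes that changed most at 36 °C, Gene_3547, described as a pleurotolysin, a pore-forming protein, was at 1528 ± 366 CPM in CK (mean ± SD, n = 3), 629 ± 64.7 in MHT and 100.3 ± 84.1 in SHT. It fell in SHT&CK with a log2 fold change of -3.93 (standard error 0.521, adjusted p = 3.11e-04, edgeR's quasi-likelihood test) and in SHT&MHT with -2.65 (standard error 0.493, adjusted p = 0.00935), while -1.28 in MHT&CK did not pass. Its neighbour Gene_3546, described as erylysin B, was at 457 ± 79.1 CPM in CK, 194 ± 9.75 in MHT and 27.7 ± 22.8 in SHT. The log2 fold change of Gene_3546 in SHT&CK was -4.05, and without SHT replicate 2 those of Gene_3547 and Gene_3546 were -4.86 and -4.94 in SHT&CK, and that of Gene_3547 -3.58 in SHT&MHT. Gene_3547 passed in MHT&CK without SHT replicate 2 (-1.28) or SHT replicate 3 (-1.28). An informative description was given for 614 of the SHT&CK DEGs and 236 of the MHT&CK DEGs.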

As the HS intensity increases, cells have to regulate more genes to cope with the severe stress and to maintain their normal functions and cellular homeostasis. We also performed DEG analysis between SHT and MHT groups, and identified 829 DEGs. These DEGs warrant further investigation as they may provide deeper insights into the key factors causing loss of viability in cells under SHT but not in cells under MHT.

In total, 1380 DEGs overlapped between two or three DEG analyses (MHT&CK, SHT&CK, and SHT&MHT), roughly a half of all DEGs. Additionally, the analysis between SHT and CK revealed over 7 times more unique DEGs compared to the other comparisons (Fig. 4b), indicating a different scale of global gene expression alteration under HS at 36 °C.

The study classified all DEGs into four clusters based on their expression patterns in three treatments. The number of DEGs that were down-regulated in both MHT and SHT groups (Cluster-1) is slightly higher than the number of DEGs that were up-regulated in both HS treatments (Cluster-2) compared to CK. Furthermore, the sum of DEGs in Cluster-1 and Cluster-2 accounts for almost 82% of all DEGs, implying consistent trends in mycelial gene regulations when confronting HS. 

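Fatty acid synthase was among the genes with lower means in both treatments. Gene_18227, its alpha subunit, was at 190.4 ± 29.8 CPM in CK (mean ± SD, n = 3), 176 ± 78.0 in MHT and 48.9 ± 11.4 in SHT and fell in SHT&CK with a log2 fold change of -1.96 (standard error 0.325, adjusted p = 9.14e-04, edgeR's quasi-likelihood test). It also fell in SHT&MHT with -1.84 (standard error 0.324, adjusted p = 0.00671, edgeR's quasi-likelihood test), while its change in MHT&CK did not pass. Gene_4364, an oxysterol binding protein of lipid transport, fell from 38.7 ± 8.59 CPM in CK to 8.83 ± 1.43 in MHT and 8.77 ± 4.41 in SHT. Gene_2663, described as a putative NRPS-like protein of a biosynthetic cluster, was among those with higher means in both and rose from 61.2 ± 59.4 to 527 ± 222 CPM, a log2 fold change of 3.10 that was 4.24 without CK replicate 2.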

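The 2 groups together held 90.3% of the DEGs counted here. The order of the means alone sets the group. Both changes from CK had an adjusted p under 0.05 in 625 of the 1470 lower and 594 of the 1451 higher DEGs. Gene_5393, a kinase-like protein, rose in both treatments and was at 5.10 ± 2.23 CPM in CK (mean ± SD, n = 3), 15.7 ± 1.71 in MHT and 13.6 ± 0.253 in SHT, with log2 fold changes of 1.59 (standard error 0.288, adjusted p = 0.00397, edgeR's quasi-likelihood test) in MHT&CK and 1.38 (standard error 0.289, adjusted p = 0.00312) in SHT&CK. Gene_15053, with an actin-like ATPase domain, rose in SHT&CK from 115 ± 23.3 CPM to 253 ± 32.4, and had 227 ± 56.7 in MHT. Divisive clustering of the group means gave groups of the same sizes, which follows from its construction, since a rank correlation over 3 means depends only on their order.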

Cluster-3 contains 155 DEGs that were downregulated under 32 °C but were over-expressed under 36 °C, while Cluster-4 contains 133 DEGs that showed the opposite pattern and were up-regulated and down-regulated in MHT and SHT with respect to CK. 

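In the 2 smaller groups, Gene_19906, phosphoserine aminotransferase of serine synthesis, was at 155 ± 22.5 CPM in CK (mean ± SD, n = 3), 98.0 ± 29.9 in MHT and 197 ± 55.4 in SHT, and its log2 fold change was 1.01 (standard error 0.253, adjusted p = 0.0283, edgeR's quasi-likelihood test) in SHT&MHT. Gene_4205, a serine/threonine kinase, had the opposite order of means, at 10.9 ± 1.97 CPM in CK, 12.1 ± 2.79 in MHT and 5.68 ± 0.951 in SHT, and its log2 fold change in SHT&MHT was -1.09 (standard error 0.262, adjusted p = 0.0243, edgeR's quasi-likelihood test). The calls were lost without CK replicate 1 (0.98), MHT replicate 1 (0.83), MHT replicate 2 (0.96) or SHT replicate 3 (0.78) for Gene_19906 and without MHT replicate 1 (-0.90), MHT replicate 2 (-1.11) or SHT replicate 3 (-1.06) for Gene_4205. The 2 groups made up 5.32% and 4.39% of the DEGs.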

Despite the low number of DEGs in Cluster-3 and Cluster-4, these DEGs can be crucial for future studies because they exhibit a distinguishable expression tendency that may be connected to the distinct growth performance observed between MHT and SHT.

We performed DEG analysis and GSEA to identify DEGs that showed functional enrichment in each pair-wise comparison and their interactions between the enrichment results. Out of 2724 DEGs, we found ortholog genes of *S. cerevisiae* for 295 of them. Moreover, we identified 9 overlapping GO terms and 1 overlapping KEGG pathway across three comparisons that provide valuable information into the fungal HS response from the prospective of gene expression. These overlapping enrichment items indicate several biological processes, such as cell communication, cellular amino acid metabolic process, intracellular signal transduction, small molecule biosynthesis, and others, play pivotal roles in transcriptomic response to HS in mycelial cells. Plus, mitochondria is a key organelle during HS response. Based on these findings, we focused on several gene families, gene networks, and their expression patterns that deserve further investigation. Following are some highlights we would like to point out for discussion:

### Variation in expression changes of cell cycle-related DEGs

We identified 7 DEGs that encode ortholog proteins to *S. cerevisiae,* namely Cdc5p, Cdc6p, Cdc14p, and Cdc25p. 

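The deposited descriptions and the paper's tables identify 6 unigenes of this kind by ID, Gene_21713 (Cdc5), Gene_7303 and Gene_7304 (Cdc6), Gene_1655 (Cdc14) and Gene_25128 and Gene_25129 (Cdc25). All 6 named unigenes fell in SHT&CK, with log2 fold changes from -1.05 for Gene_7304 to -1.67 for Gene_25128, and had log2 fold changes from -0.53 for Gene_1655 to 0.03 for Gene_21713 in MHT&CK that did not pass. The call of Gene_7304 in SHT&CK was lost without SHT replicate 1 (-0.99) or SHT replicate 3 (-0.96). The adjusted p in SHT&CK was 3.74e-04 for Gene_25129 and 0.00596 for Gene_25128 (edgeR's quasi-likelihood test).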

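Gene_21713, described as the cell cycle kinase Cdc5, was at 20.9 ± 3.56 CPM in CK (mean ± SD, n = 3), 21.3 ± 5.85 in MHT and 7.08 ± 2.62 in SHT. Cdc5 had a log2 fold change of 0.03 (standard error 0.289, adjusted p = 0.959, edgeR's quasi-likelihood test) in MHT&CK, which did not pass, -1.55 (standard error 0.309, adjusted p = 0.00231) in SHT&CK and -1.58 (standard error 0.306, adjusted p = 0.00921) in SHT&MHT. In MHT replicates 1, 2 and 3 it had 25.7, 23.4 and 14.7 CPM.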

The expression of the DEG encoding Cdc5p varied in the three treatments, and was assigned to Cluster-4. The other 6 DEGs showed consistent downregulation as the HS intensity increased and follow the Cluster-1 pattern, which were involved in similar enriched GO terms (Table 2). 

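Gene_7304 was at 105 ± 4.16 CPM in CK (mean ± SD, n = 3), 105 ± 10.6 in MHT and 50.8 ± 9.99 in SHT and Gene_7303 at 18.1 ± 3.62 CPM in CK, 14.5 ± 3.77 in MHT and 6.89 ± 0.403 in SHT. Gene_1655 was at 59.1 ± 2.98 CPM in CK, 40.9 ± 7.15 in MHT and 25.4 ± 1.81 in SHT, a log2 fold change of -1.21 (standard error 0.182, adjusted p = 4.56e-04, edgeR's quasi-likelihood test) in SHT&CK. Gene_25129 was at 50.9 ± 4.36 CPM in CK, 39.3 ± 12.0 in MHT and 16.9 ± 0.964 in SHT and Gene_25128 at 48.3 ± 10.0 CPM in CK, 38.9 ± 19.2 in MHT and 15.2 ± 4.94 in SHT. In SHT&MHT Gene_25129 fell with a log2 fold change of -1.22 (standard error 0.229, adjusted p = 0.00818, edgeR's quasi-likelihood test), which without SHT replicate 3 was -1.19 and not called.

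**Figure D3:**
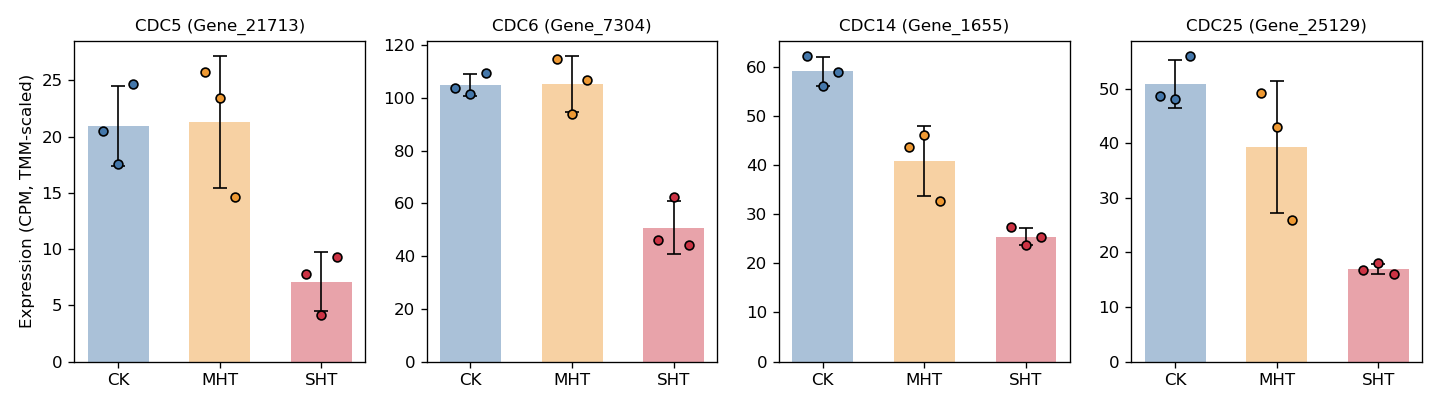
Expression (TMM-scaled CPM) of 4 cell cycle unigenes in CK, MHT and SHT. Points are the 3 libraries of a group, bars the mean and whiskers the SD. All SHT points lie below all CK points in the 4 panels, and Gene_7304 has a mean of 105 in CK, 105 in MHT and 50.8 in SHT.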

Cdc5p helps cells adapt to the DNA damage checkpoint and suppresses it (Coutelier et al. 2018). Cdc6p is essential for forming and maintaining the pre-replicative complex (pre-RC), which regulates DNA replication initiation and mitotic exit. Likewise, Cdc14p is also indispensable for mitotic exit (Cocker et al. 1996; Taylor et al. 1997; Leatherwood 1998; Stegmeier and Amon 2004). CDC26p participates in Ras protein signal transduction, which is required for mitotic entry and G1 phase progression (Garreau et al. 1996).

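A pair of unigenes described as MADS box transcription factors, Gene_3921 and Gene_3922, are neighbours in ID number. Gene_3921 was at 491 ± 10.4 CPM in CK (mean ± SD, n = 3), 409 ± 68.3 in MHT and 227 ± 31.3 in SHT, and its log2 fold change was -1.11 (standard error 0.187, adjusted p = 8.88e-04, edgeR's quasi-likelihood test) in SHT&CK and -0.85 (standard error 0.186, adjusted p = 0.0162) in SHT&MHT. Gene_3922 fell from 172 ± 24.5 CPM in CK to 74.3 ± 6.99 in SHT, with -1.21 in SHT&CK. In MHT&CK the log2 fold changes were -0.26 and -0.29 and did not pass.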

Besides the *CDC* family genes, we also found two DEGs that encode the evolutionary conserved Mcm1p, which followed the Cluster-1 trend. They were enriched in regulation of cellular process in all three GSEA analyses (Additional file 1: Table S9). Mcm1p is a transcription regulator that binds to DNA replication origins and regulates G2/M transition (Lydall et al. 1991). Moreover, one DEG was identified encoding Mcm5p that also played a crucial role in DNA replication and cell cycle progression. The expression level of the ortholog *MCM5* elevated in the MHT and SHT, with fold changes of 2.27 and 2.01 compared to CK. 

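The unigenes described as minichromosome maintenance protein 5, part of the helicase that opens replication origins, are Gene_4209 and Gene_4210. Gene_4209 was at 17.8 ± 3.16 CPM in CK (mean ± SD, n = 3), 30.0 ± 7.73 in MHT and 21.3 ± 1.73 in SHT, folds of 1.68 in MHT&CK and 1.19 in SHT&CK, and its log2 fold changes of 0.75 (standard error 0.232, adjusted p = 0.0482, edgeR's quasi-likelihood test) and 0.26 (standard error 0.234, adjusted p = 0.402) did not pass the threshold for DEGs. Gene_4210 was at 0.885 ± 0.521 CPM in CK, 1.81 ± 0.925 in MHT and 1.51 ± 0.205 in SHT. Gene_4211, next in ID number and described as an MCM-domain protein, was at 21.2 ± 2.65 CPM in CK, 48.3 ± 14.5 in MHT and 42.8 ± 11.5 in SHT, with log2 fold changes of 1.18 (standard error 0.257, adjusted p = 0.00987, edgeR's quasi-likelihood test) in MHT&CK and 1.01 (standard error 0.257, adjusted p = 0.00888) in SHT&CK. Its calls were lost without CK replicate 1 (1.11) or MHT replicate 3 (0.93) in MHT&CK and without CK replicate 1 (0.91), MHT replicate 2 (1.00) or SHT replicate 2 (0.76) in SHT&CK.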

Mcm5p is a component of the MCM complex that primes DNA replication origins in G1 and participates in double-strand break repair as well (Aparicio et al. 1997; Bochman and Schwacha 2008).

The identified DEGs associated with cell cycle regulation showed distinct expression patterns under HS conditions. Generally, the genes that facilitate cell cycle progression were down-regulated, while the genes that promote DNA repair and cell cycle restoration were up-regulated (Caspeta et al. 2016). However, the ortholog *Cdc5* showed similar expression level to CK under MHT yet significant down-regulation under SHT. Previous studies have suggested that HS extends the lifespan of budding yeast cells by preventing the accumulation of age-promoting factors in the mother cell, which arrests the progression of normal cell division cycles (Baldi et al. 2017). We hypothesize that severe HS causes irreparable DNA damages in the cells, leading to apoptosis or programmed cell death.

### Overexpression of HSP genes

According to our analysis, *P. tuoliensis* mycelial cells overexpressed two DEGs identical to *S. cerevisiae HSP10* and *HSP60* (both 100% protein sequence identity) under HS conditions at 32 °C and 36 °C. *HSP10* increased 1.74- and 1.93-fold, and *HSP60* increased 3.05- and 3.56-fold under MHT and SHT, respectively, compared to CK. 

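Gene_19698, the mitochondrial chaperonin HSP60, was at 792 ± 163 CPM in CK (mean ± SD, n = 3), 1526 ± 349 in MHT and 2821 ± 664 in SHT, and Gene_17118, its co-chaperonin HSP10, at 36.4 ± 4.47 CPM in CK, 63.5 ± 23.4 in MHT and 111 ± 20.7 in SHT. The fold over CK was 1.93 in MHT and 3.56 in SHT for HSP60, and 1.74 in MHT and 3.05 in SHT for HSP10. In SHT&CK both rose, with log2 fold changes of 1.83 (standard error 0.267, adjusted p = 3.78e-04, edgeR's quasi-likelihood test) and 1.61 (standard error 0.252, adjusted p = 5.94e-04). In MHT&CK the log2 fold changes were 0.95 (standard error 0.261, adjusted p = 0.0293, edgeR's quasi-likelihood test) and 0.80 (standard error 0.250, adjusted p = 0.0486), below the threshold of 1, and Gene_19698 passed without CK replicate 2 (1.11), MHT replicate 1 (1.01) or MHT replicate 2 (1.06). MHT replicate 3 had the highest value of the 3 MHT libraries for both genes, 1922 CPM for HSP60 and 90.4 CPM for HSP10. In SHT&CK, of 27 cytosolic heat shock proteins and chaperones, a list that HSP10 falls in by its description, 4 rose and 23 did not pass (4 when adjusted over the list alone), with adjusted p = 0.00226 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation, and the number that rose was 7 without SHT replicate 2. In MHT&CK, of 27 such genes, 2 rose and 25 did not pass (2 when adjusted over the list alone), and the number that rose was 0 without CK replicate 1, CK replicate 3 or MHT replicate 3 and 1 without CK replicate 2, MHT replicate 1, SHT replicate 1, SHT replicate 2 or SHT replicate 3. It was also 1 with neighbouring unigenes of 1 description summed, with upper quartile scaling and with another or no filter on low counts. With no fold minimum, 13 of the 27 were higher at an adjusted p under 0.05 in SHT&CK and 6 in MHT&CK, and 0 were lower in either. The paper reasons that HSP10 and HSP60 preserve protein folding in mitochondria under stress and proposes that excess HSPs disturb normal maintenance of the cell at 36 °C.

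**Figure D4:**
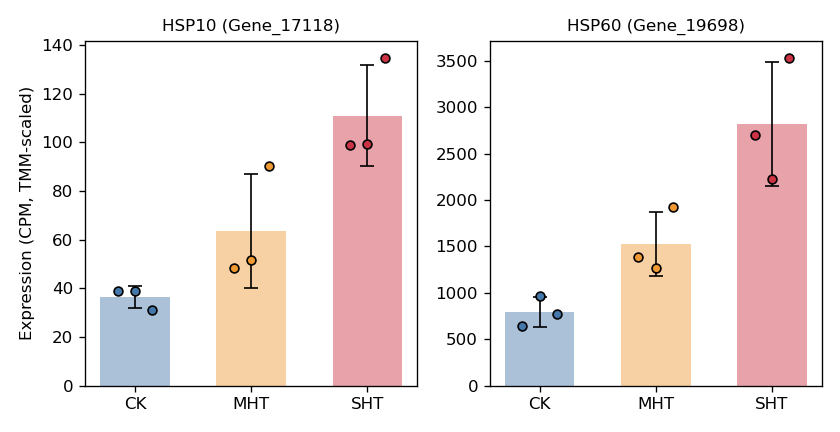
Expression (TMM-scaled CPM) of HSP10 (Gene_17118) and HSP60 (Gene_19698) in CK, MHT and SHT. Points are the 3 libraries of a group, bars the mean and whiskers the SD. In both panels all SHT points lie above all MHT points and all MHT points above all CK points.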

Hsp10 and Hsp60 form a complex that acts as a chaperone and helps the folding of newly synthesized proteins or denatured proteins. This is crucial for maintaining the integrity and stability of mitochondrial proteins and DNA (Tiwari et al. 2015). Thus, the up-regulation of *HSP10* and *HSP60* genes are essential for fungal survival and adaptation to environment changes by enhancing protein folding capacity and preserving mitochondrial function against stress conditions (Caruso Bavisotto et al. 2020).

However, excessive HSPs may also impair fungal growth and development by interfering the normal regulation of cellular processes, such as cell cycle progression, mitochondrial morphology, and respiratory function (Mühlhofer et al. 2019). Our study revealed the mycelium cells had similar viability to the control under MHT, yet their growth was almost halted under SHT. This might be due to the overexpressed HSPs disrupting the normal cellular maintenance. Therefore, the regulation of HSP expression is crucial for maintaining cellular homeostasis.

### Ergosterol biosynthesis and thermotolerance

Our transcriptional analysis identified in total 11 DEGs related to ergosterol biosynthesis with ortholog protein products including Erg3p, Erg4p, Erg5p, Erg6p, Erg26p, Hmg1p and Idi1p. Among them, 9 DEGs were upregulated in both MHT and SHT, while 2 DEGs encoding Erg5p (C-22 sterol desaturase) showed controversial alterations in MHT and SHT. 

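Gene_1612, the C-8 sterol isomerase that acts late in ergosterol synthesis, rose in both treatments and was at 37.3 ± 6.26 CPM in CK (mean ± SD, n = 3), 154 ± 43.9 in MHT and 145 ± 7.93 in SHT. Its log2 fold changes were 2.04 (standard error 0.219, adjusted p = 1.83e-04, edgeR's quasi-likelihood test) in MHT&CK and 1.96 (standard error 0.219, adjusted p = 8.43e-05) in SHT&CK. Gene_26577, the C-24(28) sterol reductase Erg4, was at 79.0 ± 13.8 CPM in CK, 155 ± 29.8 in MHT and 100.4 ± 7.00 in SHT. Its log2 fold change of 0.97 in MHT&CK had an adjusted p of 0.00601 (edgeR's quasi-likelihood test) and missed the fold minimum. It passed only without CK replicate 2 (1.09), MHT replicate 1 (1.03) or MHT replicate 2 (1.05). The lanosterol demethylase unigenes Gene_18029 and Gene_18030 had log2 fold changes of 0.77 and 0.97 in MHT&CK and 0.32 and 0.57 in SHT&CK, below the fold minimum. Their adjusted p was 0.0120 and 0.00501 in MHT&CK and 0.151 and 0.0255 in SHT&CK (edgeR's quasi-likelihood test). Gene_18030 passed in MHT&CK without CK replicate 3 (1.06), MHT replicate 1 (1.02) or MHT replicate 2 (1.07). In MHT&CK, of 15 genes of ergosterol biosynthesis, 4 rose and 11 did not pass (4 when adjusted over the list alone), with adjusted p = 2.17e-05 for the list in limma's camera with a preset correlation, and adjusted p = 0.709 with an estimated correlation, and the number that rose was 2 without MHT replicate 3. In SHT&CK, of 15 such genes, 3 rose and 12 did not pass (3 when adjusted over the list alone), with adjusted p = 0.0250 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation, and without CK replicate 1 camera's adjusted p for Ergosterol biosynthesis, SHT vs CK, was 0.0586. One of those that rose in SHT&CK, Gene_25336, is a tRNA isopentenyltransferase, which modifies tRNA, and its call was lost without SHT replicate 3 (0.93). With no fold minimum, 8 of the 15 were higher at an adjusted p under 0.05 in MHT&CK, and 8 were higher and 1 lower in SHT&CK. The list was matched by words in the descriptions. Those of the HMG-CoA reductase unigenes name hypothetical proteins, and that of Erg3 a fatty acid hydroxylase. The counts thus do not cover every unigene of the pathway that the paper lists.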

The expression level of evolutionary conserved *ERG5* increased by 1.65 folds in MHT yet reduced by 75% in SHT. 

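Gene_4106, described as the C-22 sterol desaturase, was at 65.0 ± 5.34 CPM in CK (mean ± SD, n = 3), 98.1 ± 17.3 in MHT and 42.8 ± 3.76 in SHT. In SHT&MHT it fell with a log2 fold change of -1.20 (standard error 0.181, adjusted p = 0.00304, edgeR's quasi-likelihood test). Its log2 fold change was 0.59 (standard error 0.179, adjusted p = 0.0432, edgeR's quasi-likelihood test) in MHT&CK and -0.60 (standard error 0.181, adjusted p = 0.0197) in SHT&CK, neither past the threshold of 1. Relative to CK the mean was 34.2% lower in SHT. Gene_4107, a cytochrome P450 and the neighbour in ID number, was at 209 ± 20.4 CPM in CK, 343 ± 39.8 in MHT and 157 ± 14.4 in SHT and fell in SHT&MHT with a log2 fold change of -1.13.

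**Figure D5:**
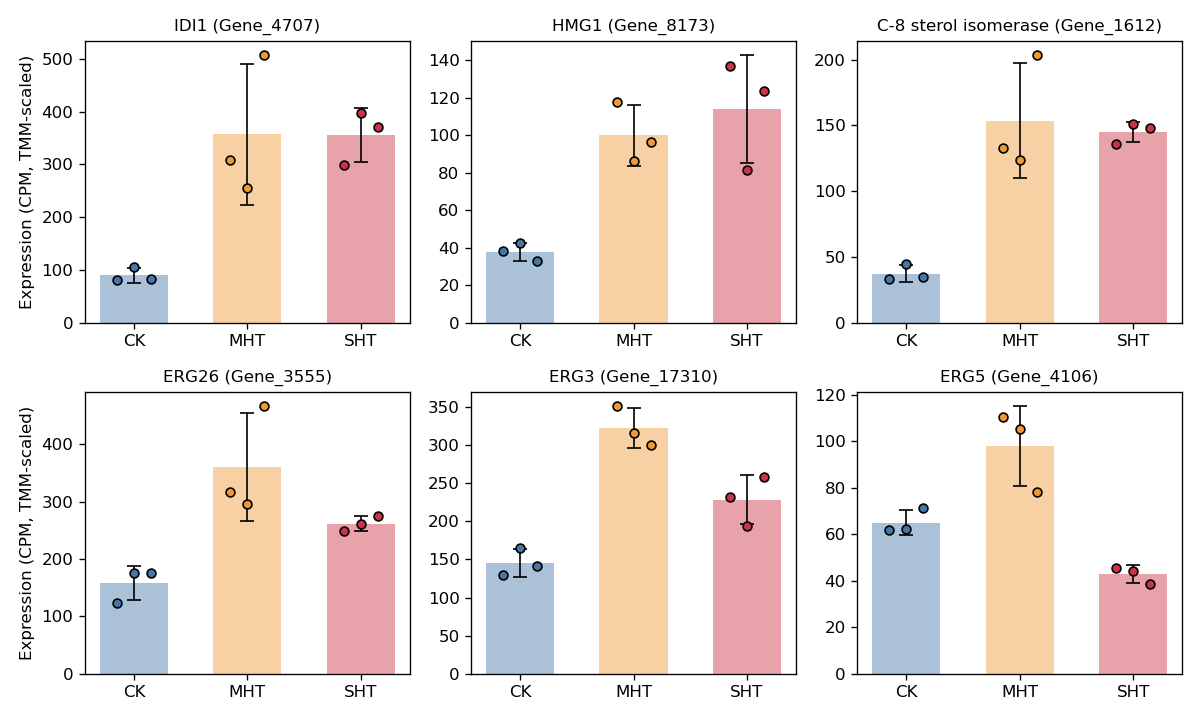
Expression (TMM-scaled CPM) of 6 unigenes of ergosterol synthesis in CK, MHT and SHT. Points are the 3 libraries of a group, bars the mean and whiskers the SD. ERG5 (Gene_4106) has a mean of 98.1 in MHT and 42.8 in SHT, and every SHT point lies below every CK point, while in the other 5 panels all MHT and SHT points lie above all CK points.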

Note Erg5p is a key enzyme involved in the last four steps of converting fecosterol to ergosterol. Based on the growth data, we hypothesized that the distinguished expression of *ERG5* may affect ergosterol biosynthesis under HS at 32 °C and 36 °C, which may eventually lead to the varied thermotolerance. Furthermore, in *S. cerevisiae* and *Penicillium oxalicum,* their mutants *erg5* Δ showed significantly faster growth than the wild type at 39.5° and 37°, connecting *Erg5* to the acquisition of persistent thermotolerance (Liu et al. 2017).

Ergosterol levels and composition need to be adjusted when mycelial cells are exposed to HS or other stresses to maintain the membrane fluidity and integrity (Pan et al. 2019). However, the failure to balancing ergosterol turnover may deteriorate fungal membrane permeability, and increase the outflow of intracellular electrolytes causing apoptosis-like cell death (Luo et al. 2021). A previous study has proved that higher ergosterol levels were associated with lifted thermotolerance in yeast due to enhanced membrane rigidity (Swan and Watson 1998). Therefore, further investigations are needed to confirm the substantial ergosterol level in *P. tuoliensis* mycelia under the MHT and SHT conditions.

In conclusion, HS elicits a robust transcriptional response in *P. tuoliensis* mycelial cells by modulating a diversity of genes. The intensity of HS vastly influences gene differential expression. Through the comparative DEGs analysis combined with gene function enrichment analysis under MHT and SHT conditions, we revealed critical biological processes and pathways potentially related to viability maintenance and thermotolerance acquisition for mycelial cells against HS. In addition to previous studies on mushroom response to HS, we found genes involved in cell cycle regulation and ergosterol biosynthesis may also play vital roles in the HS response process, which are worthy for further explorations to elucidate the molecular mechanisms of HS response in mushrooms.

### Supplementary Information

**Additional file 1**: Supplemetary materials.

## Data Availability

The authors confirm that all the experimental data are available and accessible via the main text and/or the supplementary information.

# Supplementary material for: Comparative analysis of genome-wide transcriptional responses to continuous heat stress in Pleurotus tuoliensis
**Source:** AMB Express. 2023 Nov 2;13:121. doi: 10.1186/s13568-023-01630-y
**Supplement:** Supplementary file 1 — Additional file 1: Supplemetary materials.

Submitted to: **AMB Express**

**Comparative Analysis of Genome-wide Transcriptional Responses to Continuous Heat Stress in *Pleurotus tuoliensis***

Long Chen^a,b,*^, Ying Luo^a^, Jiazheng Li^a,b^, Zhijun Zhang^a,b^, Di Wu^c,*^

*

*

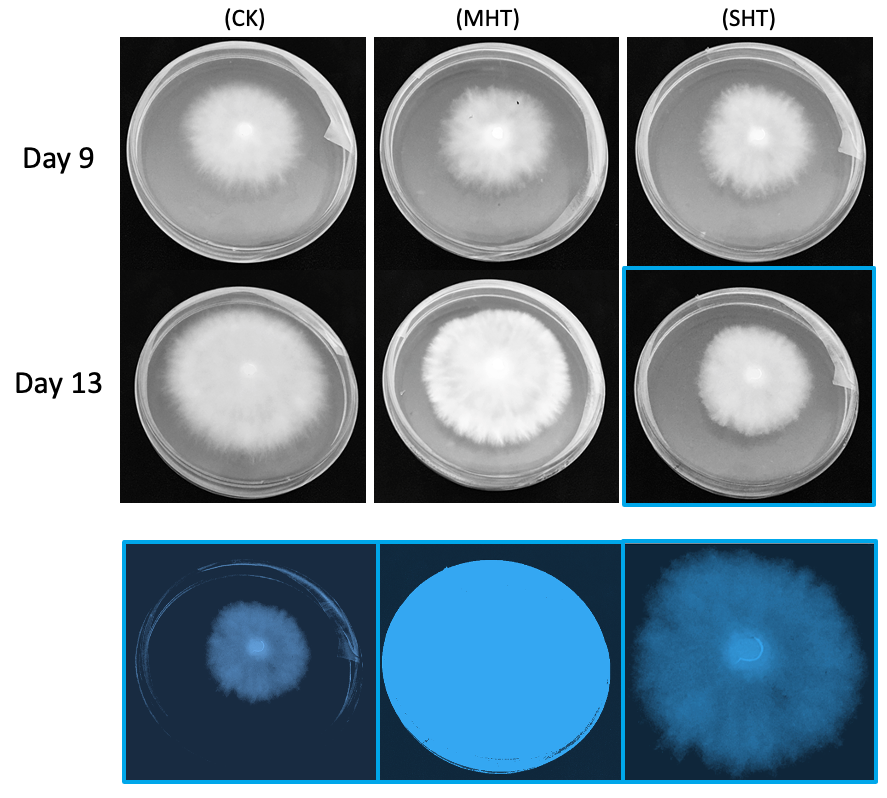

**Fig. S1** Images of one replicate in each group on the Day 9 (before HS) and Day 13 (after 96 h HS). The bottom is an illustration of the SHT plate on Day 13 (marked with blue border) showing the captured pixels of plate, dish area, and colony area separately using the NCAR algorithm.

**Table S1** Summary statistics of rRNA alignments of sequencing samples

| **Sample** | **Total paired reads** | **Paired mapped reads** | **Unpaired mapped reads** | **Unmapped reads** | **Total mapped** |
| --- | --- | --- | --- | --- | --- |
| CK1 | 16904798 | 452574(2.68%) | 3940(0.02%) | 16448284(97.30%) | 456514(2.70%) |
| CK2 | 22009157 | 800154(3.64%) | 4326(0.02%) | 21204676(96.34%) | 804480(3.66%) |
| CK3 | 21485183 | 765586(3.56%) | 6772(0.03%) | 20712826(96.41%) | 772358(3.59%) |
| MHT1 | 26032345 | 914316(3.51%) | 4846(0.02%) | 25113184(96.47%) | 919162(3.53%) |
| MHT2 | 23893148 | 753816(3.15%) | 3980(0.02%) | 23135352(96.83%) | 757796(3.17%) |
| MHT3 | 23676604 | 740331(3.13%) | 4684(0.02%) | 22931588(96.85%) | 745016(3.15%) |
| SHT1 | 26241571 | 965670(3.68%) | 8378(0.03%) | 25267523(96.29%) | 974048(3.71%) |
| SHT2 | 23261438 | 666341(2.86%) | 5490(0.02%) | 22589607(97.11%) | 671831(2.89%) |
| SHT3 | 23375530 | 1136569(4.86%) | 8999(0.04%) | 22229962(95.10%) | 1145568(4.90%) |

**Table S2** Summary statistics of reads alignments to the reference genome (Pleurotus tuoliensis strain JKBL130LB)

| **Sample** | **Total paired reads** | **Paired mapped reads** | **Unpaired mapped reads** | **Unmapped reads** | **Total mapped** |
| --- | --- | --- | --- | --- | --- |
| CK1 | 16445087 | 14447587(87.85%) | 472820(2.88%) | 1524680(9.27%) | 14920406(90.73%) |
| CK2 | 21201213 | 18750858(88.44%) | 587616(2.77%) | 1862738(8.79%) | 19338474(91.21%) |
| CK3 | 20707331 | 18173756(87.76%) | 504773(2.44%) | 2028802(9.80%) | 18678529(90.20%) |
| MHT1 | 25109109 | 22368127(89.08%) | 639400(2.55%) | 2101582(8.37%) | 23007528(91.63%) |
| MHT2 | 23131998 | 20642175(89.24%) | 569518(2.46%) | 1920305(8.30%) | 21211693(91.70%) |
| MHT3 | 22927660 | 20409694(89.02%) | 566607(2.47%) | 1951359(8.51%) | 20976301(91.49%) |
| SHT1 | 25260431 | 22552223(89.28%) | 610835(2.42%) | 2097373(8.30%) | 23163058(91.70%) |
| SHT2 | 22584926 | 20063695(88.84%) | 541668(2.40%) | 1979564(8.76%) | 20605362(91.24%) |
| SHT3 | 22222415 | 19848574(89.32%) | 563512(2.54%) | 1810330(8.15%) | 20412086(91.85%) |

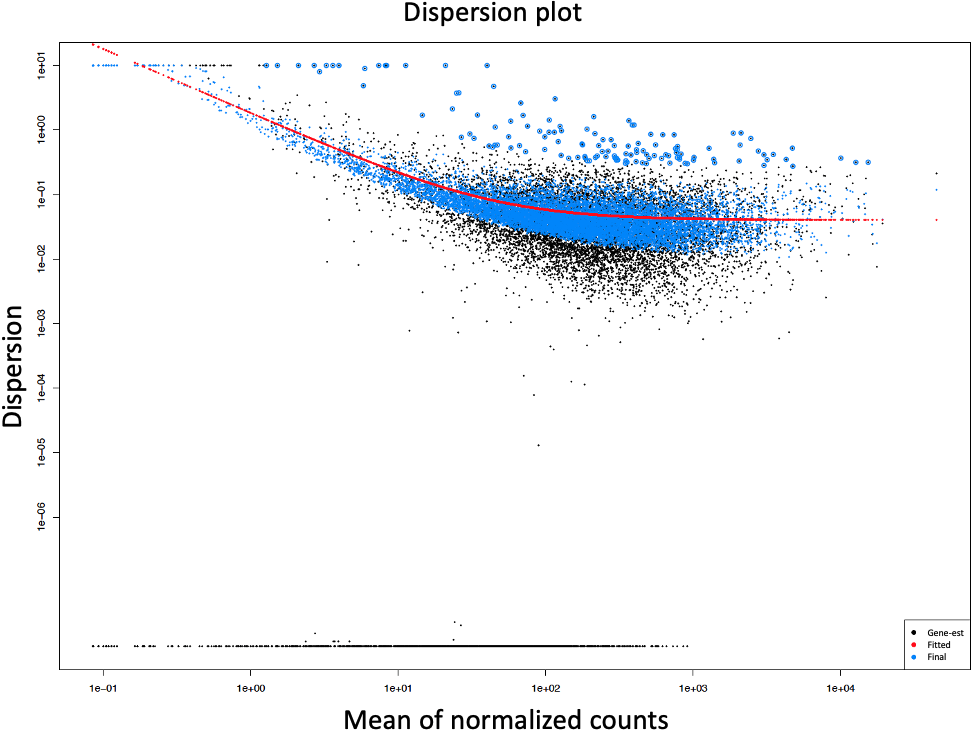

**Fig. S2** A dispersion plot of means of normalized counts. Each gene is represented by a black dot, showing its dispersion estimate as a function of its mean normalized count. A curve is fitted to the gene-wise dispersion estimates, indicating the expected dispersion value for genes with a given normalized count. The gene-wise dispersion estimates are then shrunk by an empirical Bayes approach towards the fitted curve, resulting in the final dispersion estimates shown by the blue dots. The genes that have higher variability than expected are not shrunk towards the curve. These outliers are marked by blue circles in the dispersion plot.

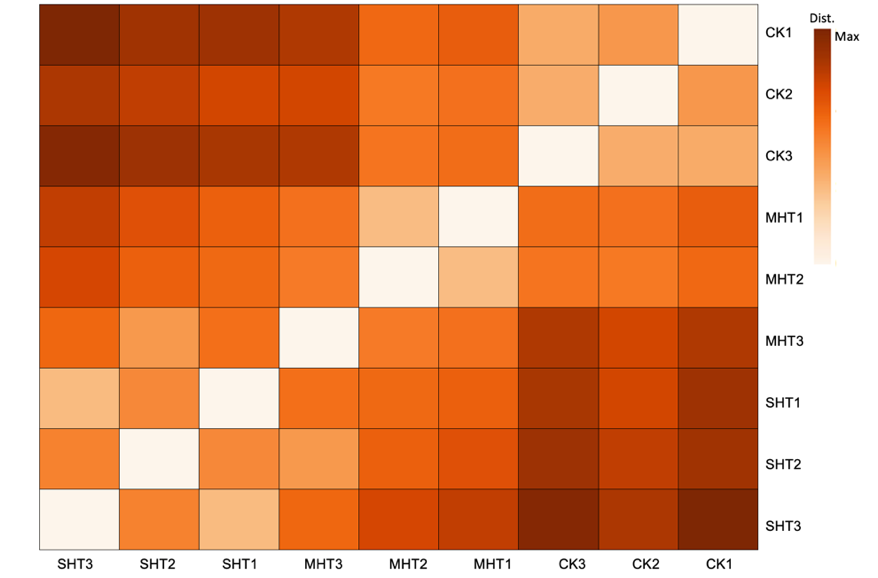

**Fig. S3** A heatmap depicts orthogonal distances between nine samples based on the normalized counts of the entire 11,265 unigenes. The darkest color indicates the maximum distance between two individual samples.

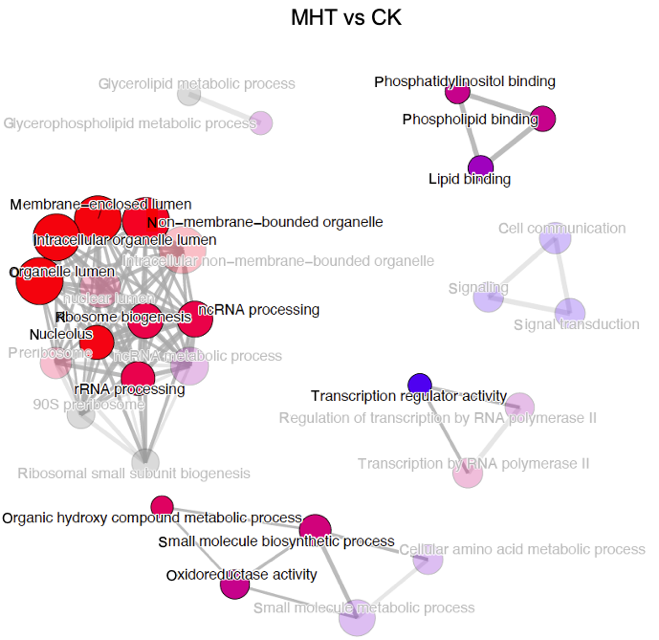

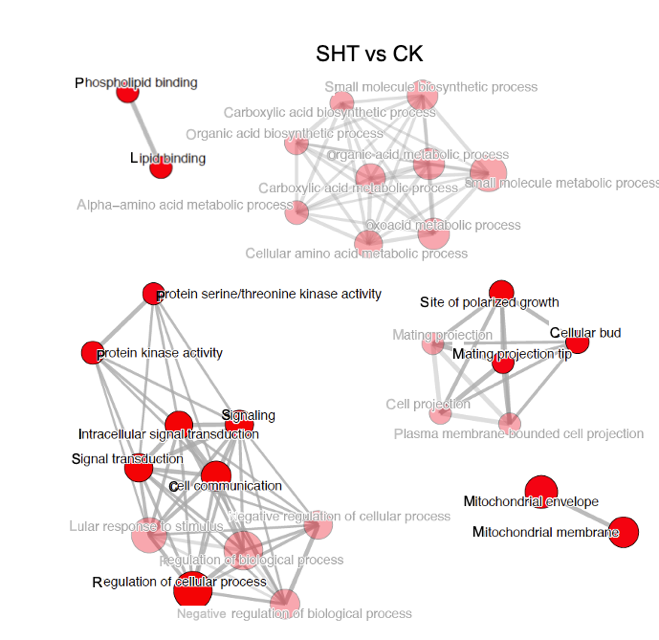

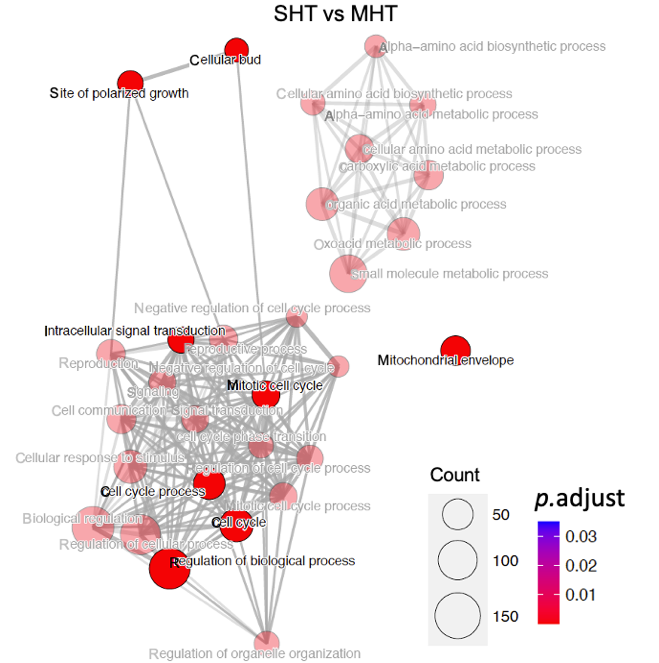

**Fig. S4** Enrichment maps of the top 30 GO terms. Each node represents an enriched gene set with its size proportional to the number of the detected genes in that set. Grey lines connecting nodes indicate similarities between the two gene sets: the thicker and shorter the line, the more similar the gene sets. Node color stands for the adjust *p*-value. Highlighted nodes indicate the top 5 GO terms in each category of BP, CC, and MF shown in Figure 6.

**Table S3** Summary table of the DEGs belong to the enriched GO term of oxidoreductase activity.

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Cell communication**  **GO: 0007154** | Gene_25128 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_25129 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_7304 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_7303 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_6973 | Transcriptional regulator | Cluster-1 |
|  | Gene_6972 | Transcriptional regulator | Cluster-1 |
|  | Gene_11731 | Nucleotide binding alpha subunit of the heterotrimeric G protein | Cluster-1 |
|  | Gene_4499 | Nucleosome spacing factor | Cluster-1 |
|  | Gene_1628 | GTPase-activating protein | Cluster-1 |
|  | Gene_25709 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_25710 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_781 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_783 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_784 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_785 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_4896 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_4897 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_4898 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_1194 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_1195 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_20200 | Phosphatidylinositol-4-kinase | Cluster-1 |
|  | Gene_20204 | Phosphatidylinositol-4-kinase | Cluster-2 |

**Table S4** Summary table of the DEGs that contribute to the enriched GO term of intracellular signal transduction.

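The 17 unigenes of the table had a median log2 fold change of -0.50 in MHT&CK, -1.24 in SHT&CK and -0.61 in SHT&MHT. In SHT&CK 16 of them fell and 1 rose. The study chose them on the same libraries, so these counts are not independent evidence of a direction.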

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Intracellular signal transduction**  **GO: 0035556** | Gene_25128 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_25129 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_7304 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_7303 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_11731 | Nucleotide binding alpha subunit of the heterotrimeric G protein | Cluster-1 |
|  | Gene_4499 | Nucleosome spacing factor | Cluster-1 |
|  | Gene_1628 | GTPase-activating protein | Cluster-1 |
|  | Gene_25709 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_25710 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_781 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_783 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_784 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_785 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_1194 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_1195 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_20200 | Phosphatidylinositol-4-kinase | Cluster-1 |
|  | Gene_20204 | Phosphatidylinositol-4-kinase | Cluster-2 |

**Table S5** Summary table of the DEGs that contribute to the enriched GO terms of signaling and signal transduction.

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Signaling**  **GO:0023052**  **Signal transduction**  **GO:0007165** | Gene_7304 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_7303 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_25128 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_25129 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_11731 | Nucleotide binding alpha subunit of the heterotrimeric G protein | Cluster-1 |
|  | Gene_4499 | Nucleosome spacing factor | Cluster-1 |
|  | Gene_1628 | GTPase-activating protein | Cluster-1 |
|  | Gene_25709 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_25710 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_781 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_783 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_784 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_785 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_4896 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_4897 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_4898 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_1194 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_1195 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_20200 | Phosphatidylinositol-4-kinase | Cluster-1 |
|  | Gene_20204 | Phosphatidylinositol-4-kinase | Cluster-2 |

**Table S6** Summary table of the DEGs that contribute to the enriched GO term of small molecule biosynthetic process.

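All 15 unigenes of the table rose in SHT&CK, with a median log2 fold change of 1.48. In MHT&CK 2 rose and 13 did not pass, with a median of 0.74, and the number that rose was 1 without CK replicate 3, MHT replicate 2 or MHT replicate 3 and 4 without MHT replicate 1. These genes too were chosen by the study on these libraries, which makes the counts not independent evidence.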

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Small molecule biosynthetic process**  **GO: 0044283** | Gene_8809 | ATP phosphoribosyltransferase | Cluster-2 |
|  | Gene_14686 | Histidinolphosphatase | Cluster-2 |
|  | Gene_8226 | Histidinol-phosphate aminotransferase | Cluster-2 |
|  | Gene_4773 | Imidazole glycerol phosphate synthase | Cluster-2 |
|  | Gene_17859 | Acetohydroxyacid reductoisomerase and mtDNA binding protein | Cluster-2 |
|  | Gene_1046 | Isopropylmalate isomerase | Cluster-2 |
|  | Gene_1047 | Isopropylmalate isomerase | Cluster-2 |
|  | Gene_915 | Homo-isocitrate dehydrogenase | Cluster-2 |
|  | Gene_8162 | Alpha aminoadipate reductase | Cluster-2 |
|  | Gene_3738 | 5'-methylthioribulose-1-phosphate dehydratase | Cluster-2 |
|  | Gene_331 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_330 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_332 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_26510 | Pantothenate synthase | Cluster-2 |
|  | Gene_3689 | Thiazole synthase | Cluster-2 |

**Table S7** Summary table of the DEGs that contribute to the enriched GO term of small molecule metabolic process.

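Of the 29 unigenes of the table, 28 rose in SHT&CK, with a median log2 fold change of 1.33. In MHT&CK 5 rose, with a median of 0.74, and the number that rose was 2 without CK replicate 1 or CK replicate 3, 1 without MHT replicate 3 and 8 without CK replicate 2. As a list chosen by the study on these libraries, it is not independent evidence of its direction.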

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Small molecule metabolic process**  **GO: 0044281** | Gene_4597 | Cytosolic aspartate aminotransferase | Cluster-2 |
|  | Gene_5002 | Adenylate kinase, required for purine metabolism | Cluster-2 |
|  | Gene_5003 | Adenylate kinase, required for purine metabolism | Cluster-2 |
|  | Gene_19876 | Kynurenine 3-monooxygenase | Cluster-2 |
|  | Gene_4600 | Aspartyl-tRNA synthetase, primarily cytoplasmic | Cluster-2 |
|  | Gene_4599 | Aspartyl-tRNA synthetase, primarily cytoplasmic | Cluster-2 |
|  | Gene_17492 | T subunit of the mitochondrial glycine decarboxylase complex | Cluster-2 |
|  | Gene_16967 | GMP synthase | Cluster-2 |
|  | Gene_16966 | GMP synthase | Cluster-2 |
|  | Gene_26362 | Subunit of the trimeric GatFAB AmidoTransferase(AdT) complex | Cluster-2 |
|  | Gene_26363 | Subunit of the trimeric GatFAB AmidoTransferase(AdT) complex | Cluster-2 |
|  | Gene_8809 | ATP phosphoribosyltransferase | Cluster-2 |
|  | Gene_14686 | Histidinolphosphatase | Cluster-2 |
|  | Gene_8226 | Histidinol-phosphate aminotransferase | Cluster-2 |
|  | Gene_4773 | Imidazole glycerol phosphate synthase | Cluster-2 |
|  | Gene_17859 | Acetohydroxyacid reductoisomerase and mtDNA binding protein | Cluster-2 |
|  | Gene_16058 | Lysyl-tRNA synthetase | Cluster-2 |
|  | Gene_1046 | Isopropylmalate isomerase | Cluster-2 |
|  | Gene_1047 | Isopropylmalate isomerase | Cluster-2 |
|  | Gene_915 | Homo-isocitrate dehydrogenase | Cluster-2 |
|  | Gene_8162 | Alpha aminoadipate reductase | Cluster-2 |
|  | Gene_3738 | 5'-methylthioribulose-1-phosphate dehydratase | Cluster-2 |
|  | Gene_331 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_330 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_332 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_7715 | 2-dehydropantoate 2-reductase | Cluster-2 |
|  | Gene_26510 | Pantothenate synthase | Cluster-2 |
|  | Gene_6034 | Alpha subunit of heterooctameric phosphofructokinase | Cluster-2 |
|  | Gene_3689 | Thiazole synthase | Cluster-2 |
|  | Gene_4597 | Cytosolic aspartate aminotransferase | Cluster-2 |
|  | Gene_5002 | Adenylate kinase, required for purine metabolism | Cluster-2 |
|  | Gene_5003 | Adenylate kinase, required for purine metabolism | Cluster-2 |
|  | Gene_19876 | Kynurenine 3-monooxygenase | Cluster-2 |
|  | Gene_4600 | Aspartyl-tRNA synthetase, primarily cytoplasmic | Cluster-2 |
|  | Gene_4599 | Aspartyl-tRNA synthetase, primarily cytoplasmic | Cluster-2 |
|  | Gene_17492 | T subunit of the mitochondrial glycine decarboxylase complex | Cluster-2 |

**Table S8** Summary table of the DEGs that contribute to the enriched GO term of cellular amino acid metabolic process.

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Cellular amino acid metabolic process**  **GO: 0006520** | Gene_4597 | Cytosolic aspartate aminotransferase | Cluster-2 |
|  | Gene_4600 | Aspartyl-tRNA synthetase, primarily cytoplasmic | Cluster-2 |
|  | Gene_4599 | Aspartyl-tRNA synthetase, primarily cytoplasmic | Cluster-2 |
|  | Gene_17492 | T subunit of the mitochondrial glycine decarboxylase complex | Cluster-2 |
|  | Gene_16967 | GMP synthase | Cluster-2 |
|  | Gene_16966 | GMP synthase | Cluster-2 |
|  | Gene_26362 | Subunit of the trimeric GatFAB AmidoTransferase(AdT) complex | Cluster-2 |
|  | Gene_26363 | Subunit of the trimeric GatFAB AmidoTransferase(AdT) complex | Cluster-2 |
|  | Gene_8809 | ATP phosphoribosyltransferase | Cluster-2 |
|  | Gene_14686 | Histidinolphosphatase | Cluster-2 |
|  | Gene_8226 | Histidinol-phosphate aminotransferase | Cluster-2 |
|  | Gene_4773 | Imidazole glycerol phosphate synthase | Cluster-2 |
|  | Gene_17859 | Acetohydroxyacid reductoisomerase and mtDNA binding protein | Cluster-2 |
|  | Gene_16058 | Lysyl-tRNA synthetase | Cluster-2 |
|  | Gene_1046 | Isopropylmalate isomerase | Cluster-2 |
|  | Gene_1047 | Isopropylmalate isomerase | Cluster-2 |
|  | Gene_915 | Homo-isocitrate dehydrogenase | Cluster-2 |
|  | Gene_8162 | Alpha aminoadipate reductase | Cluster-2 |
|  | Gene_3738 | 5'-methylthioribulose-1-phosphate dehydratase | Cluster-2 |
|  | Gene_331 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_330 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |
|  | Gene_332 | Methylthioadenosine phosphorylase (MTAP) | Cluster-2 |

**Table S9** Summary table of the DEGs that contribute to the enriched GO term of regulation of cellular process.

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Regulation of cellular process**  **GO: 0050794** | Gene_4499 | Nucleosome spacing factor | Cluster-1 |
|  | Gene_3922 | Transcription factor | Cluster-1 |
|  | Gene_3921 | Transcription factor | Cluster-1 |
|  | Gene_7304 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_7303 | Essential ATP-binding protein required for DNA replication | Cluster-1 |
|  | Gene_25128 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_25129 | Membrane bound guanine nucleotide exchange factor | Cluster-1 |
|  | Gene_781 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_783 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_784 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_785 | Guanine nucleotide exchange factor (GEF) for ADP ribosylation factors | Cluster-1 |
|  | Gene_1194 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_1195 | Cytoplasmic phosphorelay intermediate osmosensor and regulator | Cluster-1 |
|  | Gene_1655 | Protein phosphatase required for mitotic exit | Cluster-1 |
|  | Gene_4698 | Catalytic subunit of Dcp1p-Dcp2p decapping enzyme complex | Cluster-1 |
|  | Gene_4699 | Catalytic subunit of Dcp1p-Dcp2p decapping enzyme complex | Cluster-1 |
|  | Gene_828 | Subunit of the THO complex | Cluster-1 |
|  | Gene_827 | Subunit of the THO complex | Cluster-1 |
|  | Gene_20200 | Phosphatidylinositol-4-kinase | Cluster-1 |
|  | Gene_20204 | Phosphatidylinositol-4-kinase | Cluster-2 |
|  | Gene_6973 | Transcriptional regulator | Cluster-1 |
|  | Gene_6972 | Transcriptional regulator | Cluster-1 |
|  | Gene_11731 | Nucleotide binding alpha subunit of the heterotrimeric G protein | Cluster-1 |
|  | Gene_1628 | GTPase-activating protein | Cluster-1 |
|  | Gene_25709 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_25710 | Ser/Thr protein kinase involved in salt tolerance, nutrient response | Cluster-1 |
|  | Gene_4896 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_4897 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_4898 | Key component of the RAM signaling network | Cluster-1 |
|  | Gene_26374 | Ubiquitin hydrolase | Cluster-1 |
|  | Gene_26375 | Ubiquitin hydrolase | Cluster-1 |
|  | Gene_19938 | Subunit of the SAGA transcriptional regulatory complex; | Cluster-1 |
|  | Gene_19939 | Subunit of the SAGA transcriptional regulatory complex; | Cluster-1 |

**Table S10** Summary table of the DEGs that contribute to the enriched GO term of mitochondrial matrix.

| **Enriched GO term** | **Gene ID** | **Description** | **Expression patterns** |
| --- | --- | --- | --- |
| **Mitochondrial matrix**  **GO:0044283** | Gene_4597 | Cytosolic aspartate aminotransferase | Cluster-2 |
|  | Gene_7345 | Mitochondrial cytochrome-c peroxidase | Cluster-2 |
|  | Gene_17118 | Mitochondrial matrix co-chaperonin | Cluster-2 |
|  | Gene_19698 | Tetradecameric mitochondrial chaperonin | Cluster-2 |
|  | Gene_17859 | Acetohydroxyacid reductoisomerase and mtDNA binding protein | Cluster-2 |
|  | Gene_23494 | Mitochondrial ribosomal protein of the large subunit | Cluster-2 |
|  | Gene_22257 | Mitochondrial ribosomal protein of the large subunit | Cluster-2 |
|  | Gene_3658 | Mitochondrial ribosomal protein of the large subunit | Cluster-2 |
|  | Gene_22018 | Mitochondrial ribosomal protein of the small subunit | Cluster-2 |
|  | Gene_7687 | Mitochondrial intermediate peptidase | Cluster-2 |
|  | Gene_3172 | Subunit of the import motor (PAM complex) | Cluster-2 |
|  | Gene_18208 | Subunit of the import motor (PAM complex) | Cluster-2 |

How the deposited data were processed for this re-analysis (not part of the article)

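Gene expression was measured by RNA-seq in *P. tuoliensis* mycelia of 3 groups, CK, MHT and SHT, with 3 libraries per group from separate plates of 1 strain. The authors trimmed and filtered the reads with fastp, removed rRNA reads with Bowtie2, aligned the remaining reads with HISAT2 and assembled and counted them with StringTie; the versions of these tools and the use of strand are not given in the sources used here. The values the authors deposited are whole-number counts per unigene, not normalized, for 13953 unigenes in the 9 libraries, each with the description of its best protein match. Most matches are to other species, so the names are those of the matched proteins, and 10744 descriptions name only a hypothetical or uncharacterized protein. No reference genome was used here, so unigenes are given by their IDs without coordinates.

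The counts were analysed from there. The 13018 unigenes with a nonzero count in all libraries were tested, which is the zero-count filter of the paper, and 935 were left out; every unigene has a description, so a filter on annotation removes none of them, and the step by which the paper came to a smaller set was not repeated. Over the tested unigenes the libraries held 3922946 to 6176066 counts, and no unigene took more than 2.83% of a library. No pair of libraries had identical counts. Counts were scaled by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersions and 1 model over the 9 libraries with group as its only term, and p-values were adjusted by the Benjamini-Hochberg method over all unigenes tested. The common biological coefficient of variation was 0.221. A DEG had an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. Means and SDs are of TMM-scaled CPM, and distances, variances and group orders are of log2 CPM with a prior count of 2. Where a unigene left out of the test had no count in CK, its fold was computed against a floor of 3 counts over the group, which covers counting error only.

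The groups of DEGs by the order of CK, MHT and SHT means follow the clusters that the paper describes. The 87 unigenes of the paper's tables were chosen by the study on these libraries. A further 33 lists of genes were matched to the descriptions by word patterns. Those with at least 3 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation. No list passed with the estimated correlation. The lists were also tested with limma's fry, which does not compare a list with the other unigenes. In SHT&CK its adjusted p was 0.0157 for mitochondrial chaperones and protein import, 0.0125 for aminoacyl-tRNA synthetases and 0.0171 for ergosterol biosynthesis. In SHT&MHT fry gave 0.213, 0.213 and 0.349. The GO and KEGG gene sets of the paper were not available here, so its GSEA was not rerun. The unigenes named are every one the paper gives by ID or product, per comparison the 10 largest rises and falls among DEGs with an informative description, a mean normalized count of at least 50 and groups that do not overlap, and per list at most 4 DEGs with the largest change. The values in the paper's tables had been seen when this rule was set. The mapping of libraries to groups, the thresholds, the lists and this rule were set before the data were examined. So were the tests and alternatives, except 1 alternative, the label swap and the choices named further on as made after values were seen. The fry test was not among the tests planned for the lists.

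The test was run on simulated counts with known changes over 12970 genes. The changed genes, 100 per fold, were drawn only from genes above a minimum mean count, and no outlying library was simulated. Recovery at lower counts was thus not measured. In MHT&CK it recovered 91% of genes changed 3-fold and 100% of those changed 6-fold, in SHT&CK 89% and 98%, and in SHT&MHT 92% and 97% where the change was in SHT. False calls in MHT&CK were 10 of 12770 unchanged genes. The alternatives were DESeq2 1.42.0, other scalings within edgeR, other filters on low counts, fits of only the compared groups or with the replicate number as a block, each library left out in turn, other thresholds, divisive clustering with cluster 2.1.8.1, other scales for the distances and neighbouring unigenes of 1 description summed.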

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

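Which lists the paper leaves undiscussed, and the search among unigenes left out of the test, were chosen after the values had been seen, while the tests of the lists were not. The lists are given because limma's camera with a preset correlation placed them above the other unigenes and the paper's text does not discuss them. Camera with an estimated correlation called none of them, most members of the 2 larger lists were not DEGs, and the shares called are to be read beside the 21.7% of all tested unigenes that were DEGs in SHT&CK. At an adjusted p under 0.05 with no fold minimum, 14 of 25 ribosome biogenesis unigenes were higher and 1 lower in SHT&CK. Of the synthetases 17 of 34 were higher, and of the CCT unigenes 4 of 4. Over all 13018 tested unigenes, 5225 had such an adjusted p in either direction.

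The chaperonin CCT folds actin and tubulin in the cytosol. Gene_24921, annotated as T-complex protein 1, was at 6.88 ± 0.666 CPM in CK (mean ± SD, n = 3), 14.5 ± 3.44 in MHT and 18.2 ± 2.40 in SHT and rose in SHT&CK with a log2 fold change of 1.41 (standard error 0.244, adjusted p = 0.00106, edgeR's quasi-likelihood test). It also rose in MHT&CK with a log2 fold change of 1.07, a call lost without CK replicate 3 (0.99) or MHT replicate 3 (0.88). Gene_17389, subunit epsilon, rose in SHT&CK with a log2 fold change of 1.07, a call lost without CK replicate 1 (0.96). Of 4 CCT unigenes, 2 rose and 2 did not pass (2 when adjusted over the list alone) in SHT&CK, with adjusted p = 0.00878 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation. Of 4 CCT unigenes, 1 rose and 3 did not pass (1 when adjusted over the list alone) in MHT&CK, with adjusted p = 0.0112 for the list in limma's camera with a preset correlation, and adjusted p = 0.709 with an estimated correlation, and the number was 0 without CK replicate 3 or MHT replicate 3. The median log2 fold change of the 4 was 0.71 in MHT&CK and 1.02 in SHT&CK.

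Ribosome biogenesis factors process and assemble rRNA in the nucleolus. Gene_7743, a Nop52-domain protein, rose in SHT&CK from 17.7 ± 4.22 CPM in CK (mean ± SD, n = 3) to 42.0 ± 4.86 in SHT, a log2 fold change of 1.25 (standard error 0.251, adjusted p = 0.00239, edgeR's quasi-likelihood test). A pre-rRNA-processing protein, Gene_17372, rose with a log2 fold change of 1.23, a call lost without SHT replicate 3 (0.97). Of 25 unigenes of ribosome biogenesis, 5 rose and 20 did not pass (5 when adjusted over the list alone) in SHT&CK, with adjusted p = 0.00340 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation, and the number was 3 without SHT replicate 3. Of 25 such unigenes, 3 rose and 22 did not pass (3 when adjusted over the list alone) in MHT&CK, with adjusted p = 0.00413 for the list in limma's camera with a preset correlation, and adjusted p = 0.709 with an estimated correlation. Their median log2 fold change was 0.49 in MHT&CK and 0.72 in SHT&CK.

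Aminoacyl-tRNA synthetases charge tRNAs with amino acids for translation. Gene_14516, a tyrosyl-tRNA synthetase, rose in SHT&CK from 18.5 ± 3.09 CPM in CK (mean ± SD, n = 3) to 41.8 ± 8.82 in SHT, a log2 fold change of 1.17 (standard error 0.216, adjusted p = 0.00153, edgeR's quasi-likelihood test) and a call lost without SHT replicate 3 (0.98). The phenylalanyl-tRNA synthetase Gene_19753 had 9.34 ± 1.33 CPM in CK, 18.7 ± 5.19 in MHT and 18.8 ± 1.10 in SHT and rose with a log2 fold change of 1.02, a call lost without CK replicate 2 (0.98), CK replicate 3 (0.94) or SHT replicate 3 (0.96). Of 34 synthetase unigenes, 7 rose and 27 did not pass (7 when adjusted over the list alone) in SHT&CK, with adjusted p = 0.00226 for the list in limma's camera with a preset correlation, and adjusted p = 0.599 with an estimated correlation, and the number was 4 without CK replicate 3 and 3 without SHT replicate 3. Of 34 synthetase unigenes, 2 rose and 32 did not pass (2 when adjusted over the list alone) in MHT&CK, with adjusted p = 0.00747 for the list in limma's camera with a preset correlation, and adjusted p = 0.733 with an estimated correlation, and the number was 1 without CK replicate 1, CK replicate 2, CK replicate 3 or MHT replicate 1 and 0 without MHT replicate 3, and 1 with neighbouring unigenes of 1 description summed. Aspartyl- and lysyl-tRNA synthetases of the list are also in the paper's tables, which were chosen on these libraries. The median log2 fold change of the list was 0.32 in MHT&CK and 0.72 in SHT&CK.

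Among the 935 unigenes left out for a zero count, 14 had no count in any CK library and a count in every SHT library. Gene_19135, a hypothetical protein, had counts of 0, 0 and 0 in CK, 4, 1 and 3 in MHT and 77, 13 and 82 in SHT, at least 41.5-fold higher in SHT than the floor of 3 counts over the CK group. Gene_13654, another hypothetical protein, had counts of 0, 0 and 0 in CK, 9, 9 and 11 in MHT and 67, 15 and 58 in SHT, at least 33.6-fold higher. Gene_21063, annotated as iso-1-cytochrome c, an electron carrier of mitochondria, had counts of 0, 0 and 2 in CK, 17, 21 and 28 in MHT and 68, 38 and 68 in SHT. When no unigene was left out, 82 of these unigenes passed the threshold of edgeR's quasi-likelihood test in SHT&CK, 58 higher and 24 lower.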

How the results depend on the processing

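Summing neighbouring unigenes for the DEG counts was chosen after seeing the data, and the other alternatives here were set in advance. DESeq2 called 1173 in MHT&CK, 2858 in SHT&CK and 886 in SHT&MHT, against 1063 in MHT&CK, 2821 in SHT&CK and 736 in SHT&MHT with edgeR, and 1053, 2791 and 729 of the edgeR calls were among them. RLE and upper quartile scaling, filterByExpr and fits of only the 2 groups compared also left the counts of DEGs, overlaps, clusters and called lists within 1.5 times their values, as did summed neighbours for the counts of DEGs (936 in MHT&CK, 2464 in SHT&CK and 661 in SHT&MHT). A variance stabilizing transformation or the 500 most variable unigenes kept the distance results on their side. Of 660 pairs of a named unigene and a comparison, 458 stayed on their side of the threshold under every alternative run on single unigenes, DESeq2 began 13 calls and ended 1, and no called direction was reversed. An annotation filter removed no unigene and the alternative for normalized values had no such values, so neither was run. The depth limits what can be called at low counts, where 935 unigenes had a zero count in a library. Keeping these unigenes ended 12 calls of named unigenes and raised the top-500 unigenes with MHT highest and SHT lowest from 14 to 22, and the cause was not tested.

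The thresholds moved the counts by their construction. With no fold minimum the DEGs were 1940 in MHT&CK, 5225 in SHT&CK and 1269 in SHT&MHT, 5765 in any comparison, 1582 shared by MHT&CK and SHT&CK, 172 in all 3 and 2833 in SHT&CK alone, Cluster-1 to Cluster-4 held 2565, 2628, 310 and 262, and 32 and 16 unigenes of the paper's lists were called in MHT&CK and SHT&MHT. At an adjusted p under 0.01 the DEGs were 631 in MHT&CK and 285 in SHT&MHT, 490 shared by MHT&CK and SHT&CK and 17 in all 3, Cluster-3 and Cluster-4 held 66 and 72, and 8 and 3 unigenes of the paper's lists were called in MHT&CK and SHT&MHT. With edgeR's glmTreat against a log2 fold change of 1 the DEGs were 116 in MHT&CK, 606 in SHT&CK and 27 in SHT&MHT, 643 in any comparison, 85 shared by MHT&CK and SHT&CK, 501 in SHT&CK alone and 0 in all 3 (29 by glmTreat at an unadjusted p under 0.05). DESeq2 called 109 in all 3 with its ordinary test at the main thresholds, which is not a test against that fold change. With glmTreat Cluster-1 to Cluster-4 held 347, 278, 6 and 12, and 1, 9 and 0 unigenes of the paper's lists were called in MHT&CK, SHT&CK and SHT&MHT (the last 0 by glmTreat at an unadjusted p under 0.05). The ordinary test of DESeq2 at the main thresholds called 6 unigenes of the paper's lists in SHT&MHT. Counting only DEGs whose changes from CK both had an adjusted p under 0.05, the clusters held 625, 594, 3 and 8.

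When each library was left out in turn, MHT&CK gave 756 to 1137 DEGs, SHT&CK 2392 to 2969 and SHT&MHT 278 to 1428, lowest without SHT replicate 3 and highest without MHT replicate 3. The DEGs in any comparison were 2708 to 3455, those shared by MHT&CK and SHT&CK 570 to 832, those in all 3 29 to 128 and those in SHT&CK alone 1382 to 1894. Cluster-1 to Cluster-4 held 1295 to 1614, 1231 to 1558, 81 to 322 and 71 to 363 DEGs. Of the paper's lists 7 to 23, 62 to 80 and 1 to 24 unigenes were called in MHT&CK, SHT&CK and SHT&MHT. The excess of distances between groups was 31.3 to 41.3, and SHT lay 1.21 to 1.42 times as far from CK as MHT did. Of the 500 most variable unigenes 11 to 28 had MHT highest and SHT lowest. Camera with the preset correlation called 5 to 10, 9 to 12 and 2 to 7 lists, against 8, 11 and 2 with all libraries. With every library left out in turn, 537, 1834 and 229 unigenes were called each time. Each of these fits has 1 library fewer, and beyond that the cause was not tested.

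The replicate numbers were not taken as pairing the libraries. Of 9 pairs with the same number, 1 had deviations from the group means correlated above 0.1, MHT replicate 1 with SHT replicate 1 (0.442). For both of these libraries it was the highest correlation with a library of another group. The other same-number pairs lay between -0.227 and 0.0994. With the number as a block the DEGs were 990 in MHT&CK, 2767 in SHT&CK and 641 in SHT&MHT and 3131 in any comparison.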

Differences from the paper's values

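The comparison of the paper's values with those of neighbouring unigenes was made after the values had been seen. The paper reports 160 DEGs in all 3 comparisons, and 74 were found here at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (109), no fold minimum (172) and leaving out SHT replicate 2 (128) gave a value within 1.5 times the paper's. RLE and upper quartile scaling, filterByExpr, no filter, only the 2 groups, the replicate block, every other library left out, an adjusted p under 0.01 and glmTreat did not.

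For HSP10 in SHT&CK the paper's fold is 1.93 and the fold here was 3.05. The difference fell within the replicate error or 1.5 times without CK replicate 3 (2.84) or SHT replicate 3 (2.70) and under no other alternative set in advance. For HSP60 in MHT&CK the paper's fold is 3.05 and the fold here was 1.93, with the same holding without CK replicate 2 (2.16) or MHT replicate 2 (2.08) only. Read in another order, as HSP10 and HSP60 in MHT&CK and then HSP10 and HSP60 in SHT&CK, the paper's 4 folds equal those found here, which were 1.74, 1.93, 3.05 and 3.56.

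For MCM5 in SHT&CK the paper's fold is 2.01, and Gene_4209, the unigene annotated as minichromosome maintenance protein 5, had a fold of 1.19 here, with 1.09 to 1.31 over the alternatives set in advance, none of which came within the paper's value. Gene_4211, annotated as an MCM-domain-containing protein, had folds of 2.27 in MHT&CK and 2.01 in SHT&CK, equal to the pair the paper gives for MCM5.

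The paper's reduction of ERG5 in SHT against CK is 75%, and Gene_4106, the C-22 sterol desaturase, was reduced by 34.2% here, with 31.0% to 36.9% over the alternatives set in advance, none of which came within the paper's value. On the scale of the fold left in SHT, Gene_4106 was at 0.66 of CK and its neighbour Gene_4107, a cytochrome P450, at 0.75, and the fold of Gene_4107 in MHT&CK was 1.64.

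The paper states that more genes were higher than lower in SHT&MHT, and 363 were higher and 373 lower here; with upper quartile scaling 385 were higher and 364 lower, and with DESeq2 443 and 443. The paper places Cdc5 in Cluster-4, and Gene_21713 had log2 fold changes of 0.03 in MHT&CK and -1.55 in SHT&CK, with mean CPM of 20.9 in CK, 21.3 in MHT and 7.08 in SHT, the order of Cluster-1 on the log2 scale used for the clusters.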

Other observations

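The label swap between MHT replicate 3 and an SHT library, and summing neighbours for the DEG counts, are the tests in this part that were chosen after the result was seen. Carbohydrate-active enzymes break down plant polysaccharides and the fungus's own wall. Gene_714, a glycoside hydrolase of family 7 of the cellulose-cleaving enzymes, rose in SHT&CK from 1.01 ± 0.115 CPM in CK (mean ± SD, n = 3) to 9.34 ± 1.53 in SHT, a log2 fold change of 3.17 (standard error 0.427, adjusted p = 2.38e-04, edgeR's quasi-likelihood test). Gene_6625, a carbohydrate esterase of family 15, rose with a log2 fold change of 2.90. Gene_7222, a glycoside hydrolase of family 92 of the mannosidases, fell from 11.7 ± 2.78 CPM to 2.15 ± 0.480 in MHT and 4.52 ± 1.46 in SHT, with log2 fold changes of -2.43 and -1.36, and another glycoside hydrolase, Gene_17765, fell in SHT&CK by 2.83 on the log2 scale. Of 138 carbohydrate-active unigenes, 27 rose, 16 fell and 95 did not pass (27 higher and 16 lower when adjusted over the list alone) in SHT&CK, with adjusted p = 0.637 for the list in limma's camera with a preset correlation, and adjusted p = 0.845 with an estimated correlation, and the number that rose was 16 without CK replicate 3. Of 138 such unigenes, 9 rose, 7 fell and 122 did not pass (10 higher and 8 lower when adjusted over the list alone) in MHT&CK, and the number that rose was 5 without CK replicate 3.

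Chitin synthases build the wall polymer chitin. Gene_23393, chitin synthase 2, fell in SHT&CK from 1877 ± 454 CPM in CK (mean ± SD, n = 3) to 476 ± 88.4 in SHT, a log2 fold change of -1.98 (standard error 0.326, adjusted p = 7.91e-04, edgeR's quasi-likelihood test). Gene_15050, a chitin synthase of class 2, rose in MHT&CK from 34.5 ± 20.9 CPM to 112 ± 31.2, a log2 fold change of 1.69 that was 2.29 without CK replicate 2 and a call lost without CK replicate 3 (1.56) or MHT replicate 1 (1.47). Their neighbours by ID, Gene_23392 and Gene_15051, have chitin synthase descriptions too, so the values are uncertain as separate genes. Of 27 unigenes of cell wall synthesis and remodelling, 1 rose, 2 fell and 24 did not pass (1 higher and 2 lower when adjusted over the list alone) in SHT&CK, with adjusted p = 0.0608 for the list in limma's camera with a preset correlation, and adjusted p = 0.704 with an estimated correlation. In that comparison the number that rose was 0 without CK replicate 3 or SHT replicate 1 and 2 without CK replicate 2 or SHT replicate 3, and 2 with DESeq2, and the number that fell 4 without CK replicate 1 and 5 without SHT replicate 1. In SHT&MHT the list had a median log2 fold change of -0.63, with adjusted p = 0.00441 for the list in limma's camera with a preset correlation, and adjusted p = 0.815 with an estimated correlation, and camera's adjusted p with the preset correlation was 0.0633 without MHT replicate 1. There 1 of the 27 was lower at an adjusted p under 0.05, with a change below that of a DEG, and 9 were lower DEGs without MHT replicate 3. Cytochrome P450 enzymes oxidize lipids and foreign compounds, and Gene_24656 rose in SHT&CK from 7.81 ± 6.27 CPM to 71.8 ± 36.5, a log2 fold change of 3.16 that was 4.08 without CK replicate 2. Of 27 P450 unigenes, 7 rose, 6 fell and 14 did not pass (7 higher and 6 lower when adjusted over the list alone) in SHT&CK, with adjusted p = 0.827 for the list in limma's camera with a preset correlation, and adjusted p = 0.871 with an estimated correlation. A fruit body lectin, Gene_26920, rose in SHT&CK from 11.9 ± 2.60 CPM to 33.0 ± 13.4, a log2 fold change of 1.45. The other unigene of the list of fruiting-body proteins, the pleurotolysin Gene_3547, fell in SHT&CK with a log2 fold change of -3.93 that was -4.86 without SHT replicate 2.

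MHT replicate 3 had a mean distance of 73.5 to MHT replicates 1 and 2, against 43.4 between these, and 61.2 to the nearest SHT library. That library, SHT replicate 2, also lay apart, at 65.9 and 67.6 from SHT replicates 1 and 3, against 43.0 between these. MHT replicate 3 and SHT replicate 2 had the lowest totals relative to mapped read pairs, 23.2% and 23.1%. Whether this bears on their distances was not tested. The tables argue against a swap of labels with an SHT library, since every SHT library lay farther from MHT replicates 1 and 2 than from the other SHT libraries, by 21.5 or more, and against library depth as the whole cause, since 87.4% of the excess distance stayed when all libraries were thinned to the smallest total (30.1 before and 26.3 after). A culture kept at 36 °C under the MHT label cannot be told apart from an MHT culture that responded more, because on the axis from MHT replicates 1 and 2 to SHT the library lay at 0.555 and the lowest SHT library at 0.736, a gap smaller than the SD of 0.203 of the SHT positions. No biological explanation was tested, as the design names no difference among the MHT plates.

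Unigenes with adjacent ID numbers had correlated log2 fold changes in SHT&CK, with r = 0.419 across 10335 pairs of unigenes, which are not independent replicates. Pieces of 1 gene may account for part of this, as r was 0.00466 at 20 to 30 ID numbers apart, within the -0.00886 to 0.00909 of 100 shuffles of the ID order, and 0.794 for neighbours of 1 informative description. Neighbours with different informative descriptions had r = 0.446 across 552 pairs, so reads shared between overlapping genes and a common regulation of neighbouring genes stay open, both untested. Summing neighbours of 1 description left 11331 genes tested and gave DEG counts of 936 in MHT&CK, 2464 in SHT&CK and 661 in SHT&MHT.

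Other splits of the libraries bear on the counts of DEGs. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split was in each comparison the 1 with the most DEGs, 1063 in MHT&CK, 2821 in SHT&CK and 736 in SHT&MHT, and the highest other was 0 with edgeR in each. At an unadjusted p under 0.05 with the same fold minimum the real splits gave 1304, 2957 and 1074 and the highest others 178, 393 and 478, and with DESeq2 the real splits gave 1173, 2858 and 886 and the highest others 13, 61 and 345. Over 100 drawn partitions of the 9 libraries into 3 groups of 3, 1 gave as many DEGs in any comparison as the real 3235, the real one itself. A chance assignment of libraries is thus unlikely for that count but not excluded, as only 100 of the 280 partitions were drawn. The highest other, 1848, kept the SHT libraries together and exchanged CK and MHT libraries.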
